# Neuronal CaMKK2 promotes immunosuppression and checkpoint blockade resistance in glioblastoma

**DOI:** 10.1038/s41467-022-34175-y

**Published:** 2022-10-29

**Authors:** William H. Tomaszewski, Jessica Waibl-Polania, Molly Chakraborty, Jonathan Perera, Jeremy Ratiu, Alexandra Miggelbrink, Donald P. McDonnell, Mustafa Khasraw, David M. Ashley, Peter E. Fecci, Luigi Racioppi, Luis Sanchez-Perez, Michael D. Gunn, John H. Sampson

**Keywords:** Tumour immunology, Immunotherapy, Neuroimmunology, CNS cancer, Monocytes and macrophages

## Abstract

Glioblastoma (GBM) is notorious for its immunosuppressive tumor microenvironment (TME) and is refractory to immune checkpoint blockade (ICB). Here, we identify calmodulin-dependent kinase kinase 2 (CaMKK2) as a driver of ICB resistance. *CaMKK2* is highly expressed in pro-tumor cells and is associated with worsened survival in patients with GBM. Host CaMKK2, specifically, reduces survival and promotes ICB resistance. Multimodal profiling of the TME reveals that CaMKK2 is associated with several ICB resistance-associated immune phenotypes. CaMKK2 promotes exhaustion in CD8^+^ T cells and reduces the expansion of effector CD4^+^ T cells, additionally limiting their tumor penetrance. CaMKK2 also maintains myeloid cells in a disease-associated microglia-like phenotype. Lastly, neuronal CaMKK2 is required for maintaining the ICB resistance-associated myeloid phenotype, is deleterious to survival, and promotes ICB resistance. Our findings reveal CaMKK2 as a contributor to ICB resistance and identify neurons as a driver of immunotherapeutic resistance in GBM.

## Abstract (web summary)

Responses to immune checkpoint blockade (ICB) in patients with glioblastoma are limited. Here the authors show that Calmodulin-Dependent Kinase Kinase 2 (CaMKK2) is expressed in tumor associated macrophages and neurons and is associated with resistance to ICB in preclinical models of glioblastoma.

## Introduction

Immune checkpoint blockade (ICB) has revolutionized treatment for many difficult-to-treat cancers but has yet to produce significant improvement in outcomes for patients with glioblastoma (GBM)^1,2^. The etiology of ICB resistance in GBM remains to be fully elucidated but is thought to be linked to the immunosuppressive nature of the tumor microenvironment (TME) and the pro-tumor function of stromal cells, including tumor-associated macrophages (TAMs)^3^, also sometimes referred to as glioma-associated macrophages in GBM. Likewise, the GBM TME is particularly immunologically “cold,” with relatively poor T-cell infiltration^4,5^. Therapeutically targeting pro-tumor stromal cells is a promising avenue for converting a TME from “cold” to “hot”, while improving responses to immunotherapy.

TMEs have been characterized in a variety of cancers using transcriptomic analysis to more accurately predict ICB responsiveness. For instance, TMEs enriched for antigen presentation (*HLA-A, TAP1, CIITA, HLA-DRA*), cytotoxicity (*GZMB, GZMA*), T-cell trafficking (*CXCL9, CXCL10*), and Th1 (*CD4, IFNG, CD40L*) immune signatures are more likely to respond to ICB therapy^6^. Certain cell types within the TME have also been found to be strongly associated with ICB response or resistance. For instance, *TREM2*^+^, *SPP1*^+^, *APOE*^+^ TAMs were recently identified as an immunosuppressive, pro-tumor population conserved across multiple human tumor types^7^, including GBM^8^. Genetic or therapeutic inhibition of Trem2, a hallmark gene of the disease-associated microglia (DAM) phenotype, was recently shown to license ICB therapy in murine tumor models^9,10^. This indicates that TAMs sharing characteristics with DAMs are conserved throughout human cancers—including GBM—and play a role in fostering ICB resistance and immunosuppression in the TME. In addition to TAMs, tumor-infiltrating lymphocyte (TIL) phenotypes, particularly as they reflect exhaustion, also strongly predict ICB response^11,12^. In mice and humans, precursor-exhausted CD8^+^ TILs (Tcf1^+^, Slamf6^+^, Pd1^+^) remain responsive to ICB, whereas terminally exhausted CD8^+^ TILs (Tim3^+^, Tox^+^, Pd1^+^) do not^13–15^. Limiting the pro-tumor functions of TAMs in the GBM TME and promoting functional TIL phenotypes associated with an ICB response are strategies anticipated to newly license immunotherapies against GBM.

Recent studies have demonstrated that many pro-tumor processes can be attributed to calcium signaling in stromal cells in response to tumor stimuli^16^, including in GBM^17^. Calmodulin-Dependent Kinase Kinase 2 (CaMKK2) is a calcium-responsive serine-threonine kinase^18,19^. Elevated CaMKK2 activity is found within prostate^20^, hepatic^21^, and breast^22^ cancers, while loss of CaMKK2 has been shown to polarize TAMs to an anti-tumor phenotype in murine breast cancer and lymphoma models^22,23^. *CaMKK2* is highly expressed in macrophages and neurons^18,24^, both of which are abundant stromal cells in GBM and possess pro-tumor function^3^. Accordingly, CaMKK2 is critical for brain-derived neurotrophic factor (BDNF) expression in neurons^25,26^, which has already been seen to contribute to pro-tumor mitogenic functions in high-grade gliomas^27,28^. Indeed, it has previously been shown that elevated *CaMKK2* expression is associated with a worse prognosis in patients with GBM using The Cancer Genome Atlas (TCGA) and the Chinese Glioma Genome Atlas (CGGA)^29^. Collectively this suggests that CaMKK2 represents a potential therapeutic target that promotes pro-tumor functions of stromal cells and is highly expressed in the GBM TME. We hypothesize that the expression of CaMKK2 is critical for the pro-tumorigenic GBM TME and ICB resistance.

In this work we demonstrate that neurons contribute to ICB resistance, that CaMKK2 is highly expressed in neurons and TAMs and has tumor-promoting functions in the GBM TME.

## Results

### CaMKK2 expression within the GBM TME is associated with poor survival and resistance to ICB

Using CaMKK2-EGFP reporter mice, we confirmed that CaMKK2 is most highly expressed in TAMs and neurons in naïve and tumor-bearing mice (Fig. 1a and Supplementary Fig. 1a–c). Publicly available scRNA-seq data demonstrated that this pattern of expression was similar in the naïve human brain and patient GBM samples (Fig. 1b and Supplementary Fig. 1d). Survival analysis of data from the Gene Expression database of Normal and Tumor tissues 2 (GENT2) database^30^ subsequently showed that high levels of *CaMKK2* expression within the combined tumor and TME are associated with worse survival outcomes in patients with GBM (Fig. 1c).

**Fig. 1:**
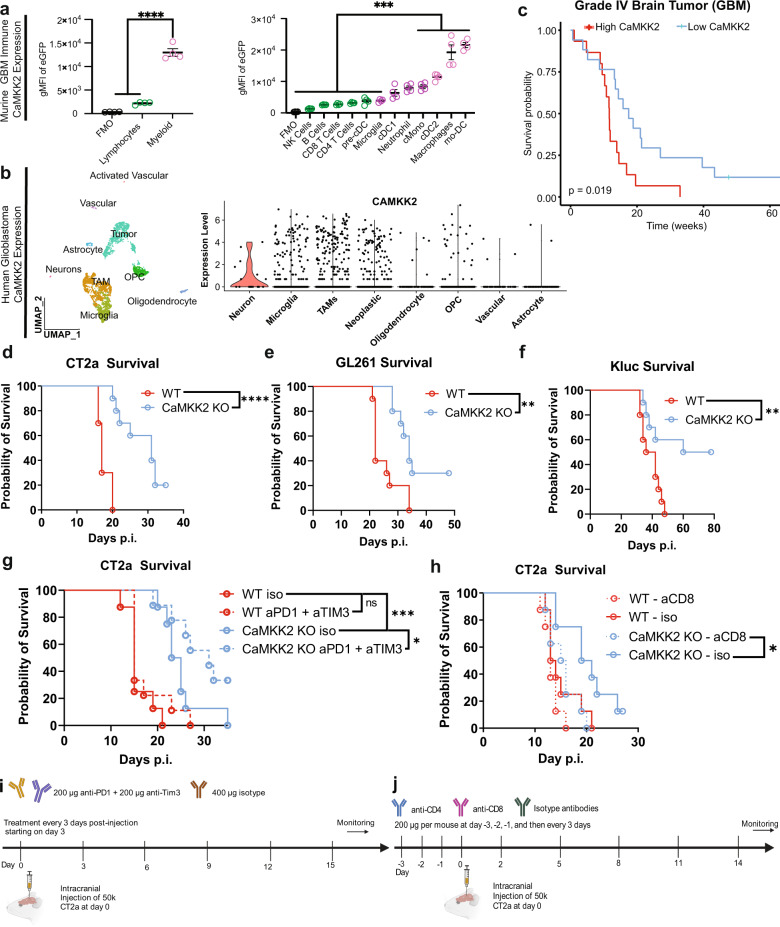
CaMKK2 expression within the GBM TME is associated with poor survival and resistance to ICB. **a** Tumor-bearing hemispheres were harvested from WT (FMO) or CaMKK2-EGFP mice on D14 and stained with a multi-color flow panel to resolve major immune populations. *n* = 4 mice per genotype, one-way ANOVA *p* < 0.05 with unadjusted post hoc two-tail Fisher LSD *t*-test. Data are presented as mean ± SEM. ****p < 0.0001, ***p = 0.0004. **b** UMAP plot of Human Glioblastoma tumor microenvironment, and Violin plot of CaMKK2 expression in corresponding cell types. Data pulled from http://gbmseq.org/ and re-analyzed. **c** Glioblastoma survival stratified by median Log2(CaMKK2) expression where above median expression was considered “High” and below “Low”. High *n* = 15, low *n* = 17, Log-rank test. **d**–**f** Mice were intracranially implanted with 50k CT2a, 100k GL261, or 50k Kluc and monitored for survival. *n* = 10 per group, Log-rank test. **d** ****p < 0.0001**. e** **p = 0.0027. **f** **p = 0.0086. **g** 50k CT2a was implanted intracranially and either 400 ug isotype or a combination therapy of 200 ug aPD1 and 200 ug aTIM3 was administered on D3 p.i and every 3 days through D15 for a total of 5 treatments. *n* = 9 for ICB treated groups and *n* = 8 for isotype treated groups, Log-rank test. ***p = 0.0001, *p = 0.0416. **h** 50k CT2a was implanted intracranially and mice were monitored for survival. Either 200 ug of isotype, aCD4 or aCD8 was administered on D-3,D-2,D-1, p.i. and every 3 days after through D14 for a total of 8 treatments. *n* = 8 per group, Log-rank test. *p = 0.0279. **i** Schematic depicting ICB treatment strategy. **j** Schematic depicting CD4 and CD8 depletion strategy. **i**, **j** Graphics were created with BioRender.com. Source data are provided as a Source Data file.

To resolve whether CaMKK2 in stromal cells or the tumor itself might drive tumor progression, we sought to determine if CaMKK2 deficiency in the tumor-bearing host was sufficient to extend survival in syngeneic orthotopically implanted glioma models. Indeed, CaMKK2^−/−^ (CaMKK2 KO) mice survived significantly longer than wildtype (WT) mice implanted with three separate GBM tumor models: CT2a, GL261, and KR148B-Luc (Kluc) (Fig. 1d–f).

To reveal the difficulties imposed upon ICB treatment specifically by the intracranial (IC) TME, we compared the efficacy of a combination therapy consisting of ICB antibodies against programmed cell death protein 1 (PD1) and T-cell immunoglobulin and mucin-domain containing-3 (TIM3) in subcutaneous (SQ) and IC GBM models in WT mice. This combination ICB therapy was selected based on the high expression of PD1 and TIM3 on TILs isolated from patients with GBM^31^. While ICB combination therapy was efficacious in inducing tumor regression in WT mice in the SQ model, it had no significant effect on the survival of WT mice in the IC model (Supplementary Fig. 1f and Fig. 1g, i). These findings suggest that factors present in the WT IC TME but absent in the SQ TME contribute to ICB resistance. To determine whether CaMKK2 might contribute to ICB resistance within the IC compartment, we compared treatment efficacy against IC CT2a in WT and CaMKK2 KO mice. CT2a was chosen for this and other experiments due to its low immunogenicity^32^, and histological similarities with human GBM^33^. ICB treatment produced a significant survival benefit in the CaMKK2 KO mice (Fig. 1g). This finding demonstrates that CaMKK2 contributes to ICB resistance in IC GBM.

Considering the newly conferred response to ICB, a traditionally CD8^+^ T-cell-directed therapy, we evaluated whether T cells mediate tumor clearance in CaMKK2 KO mice. Utilizing anti-CD8 depleting antibodies, we confirmed that the survival benefit in CaMKK2 KO mice is immune-mediated and dependent on CD8^+^ T cells (Fig.1h, j). Broad immunophenotyping of the TME showed that the number of tumor-infiltrating lymphoid and myeloid cells, however, was not significantly altered by CaMKK2 deficiency (Supplementary Fig. 1g), suggesting it may instead be phenotypic or localization differences in the immune compartment that promote survival in the absence of CaMMK2.

### Pro-tumor immune programming in the glioma microenvironment is CaMKK2 dependent

As the number of tumor-infiltrating lymphoid and myeloid cells were not significantly altered in CaMKK2 KO GBM-bearing mice, we investigated the contribution of CaMMK2 to tumor-infiltrating immune cell phenotypes. 

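Live CD45+ cells were sorted from the tumor-bearing hemispheres of 4 WT and 4 CaMKK2 KO mice on day 14 after implantation of 50000 CT2a glioma cells. The cells of each mouse carried 1 of 4 hashtag antibodies, and the 4 mice of a genotype were pooled on a single 10X channel. Genotype and channel therefore cannot be told apart in these data, while the hashtags return 4 mice per genotype as replicates. The authors deposited counts of unique molecular identifiers (UMIs) per gene and barcode, aligned to the mouse genome build mm10 and not normalized, for 6689 WT and 7271 CaMKK2 KO barcodes. The paper's filters on cells had not been applied to these counts. Seurat's HTODemux function, run on the hashtag counts, assigned 5974 WT and 6696 CaMKK2 KO barcodes to a single mouse. Barcodes with fewer than 200 genes, and outliers in mitochondrial percentage, genes or UMIs by 3 median absolute deviations, were removed following the paper's methods. A further step that the paper's methods do not name took out the 148 WT and 177 CaMKK2 KO cells with the highest Scrublet doublet scores. This left 5123 WT cells with a median of 12651 UMIs and 5619 CaMKK2 KO cells with a median of 11480. Each mouse contributed 1020 to 1657 cells and 11881245 to 20755083 UMIs. Values are given as mean ± SD over the 4 mice of a genotype, and the smallest p that a two-sided exact permutation test of 4 mice against 4 can reach is 0.0286. Camkk2 (ENSMUSG00000029471), the deleted gene, lies on chromosome 5 from 122731170 to 122779409. Summed over all cells of a mouse, it stood at 30.7 ± 4.85 CPM (UMIs of the gene scaled to the same total in every mouse) in WT mice and 17.2 ± 4.22 in CaMKK2 KO mice. Every CaMKK2 KO mouse, the highest at 22.7 CPM, lay below every WT mouse, the lowest at 27.4 CPM. The deposited values are totals per gene, so they do not show which part of the Camkk2 transcript the UMIs left in CaMKK2 KO mice came from.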

We performed scRNA-seq on CD45^+^ immune cells isolated from IC CT2A tumors in WT and CaMKKK2 KO mice (Fig. 2a, b). 

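The cells were clustered with SCTransform, with cell cycle scores and mitochondrial percentage regressed out, 30 principal components and a resolution of 0.5, as the paper gives, which produced 17 clusters. The principal components came from 3000 variable genes, where the paper names all genes, and the mitochondrial percentage came from mt- genes in place of MitoCarta. Each cluster was named after the cell type with the most markers among its 10 leading genes. The marker lists were fixed in advance, but this scoring was set after the data were seen, and the names carry the ending "-like". Cluster 8, led by Ace, Ear2, Adgre4 and Vcan, held as many classical as non-classical monocyte markers and stayed unnamed, at 3.93% ± 2.00 of WT and 4.02% ± 2.10 of CaMKK2 KO cells. TAM-like cells formed 3 clusters, which together made up 40.0% ± 10.0 of the immune cells of WT mice and 38.1% ± 3.03 of those of CaMKK2 KO mice (two-sided exact permutation test, p = 0.771). The difference of -1.88 percentage points changed most at a resolution of 1.0, to -11.3 (permutation p = 0.0286). Without WT mouse 1 it was 2.02, and without WT mouse 2 it was -5.00. DC2-like cells fell from 7.41% ± 1.24 to 3.42% ± 0.637, with every CaMKK2 KO mouse below every WT mouse (permutation p = 0.0286), although p was 0.171 after Benjamini-Hochberg adjustment over the 12 groups. DC1-like cells fell from 1.36% ± 0.510 to 0.745% ± 0.340 with the same p, where WT mouse 4 alone reached 2.12%. The DC1-like difference was -0.613 percentage points, and -0.357 without WT mouse 4. Without the removal of outlying cells the DC1-like p was 0.143. For the remaining groups the 2 genotypes overlapped: microglia-like cells made up 8.68% ± 6.58 and 3.59% ± 1.29 (permutation p = 0.229), and cMono-like cells made up 8.01% ± 8.27 and 12.9% ± 8.41 (permutation p = 0.4). The microglia-like difference of -5.09 percentage points was -2.13 without WT mouse 1. The cMono-like difference of 4.91 percentage points ranged from 1.88 without CaMKK2 KO mouse 4 to 8.77 without WT mouse 3. It became -6.28 at a resolution of 1.0, where 21 WT and 575 CaMKK2 KO cells named cMono-like before fell in clusters named Neut-like. Of the TAM-like cells, 57 in WT and 434 in CaMKK2 KO mice were then in unnamed clusters, so both changes follow, at least in part, the naming of clusters. TIL-like cells were 13.0% ± 6.07 of WT and 16.0% ± 4.37 of CaMKK2 KO cells (permutation p = 0.514). The TIL-like difference of 3.02 percentage points was 0.0232 without WT mouse 1.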

Cell clusters were annotated using previously published gene expression signatures (Fig. 2d and Supplementary Fig. 2a).

**Fig. 2:**
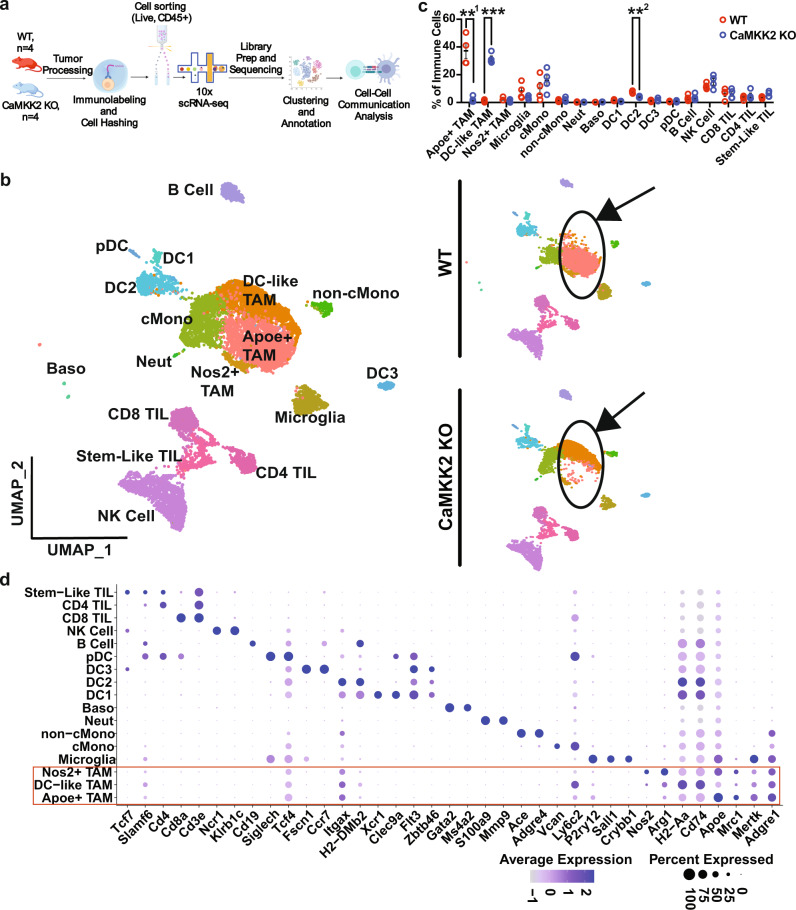
Pro-tumor immune programming in the glioma microenvironment is CaMKK2 dependent. **a** Schematic depicting scRNA-seq experimental design. *n* = 4 WT and CaMKK2 KO mice had 50k CT2a orthotopically implanted. On D14 tumors were harvested and underwent tumor processing. Samples were labeled with a Live-Dead viability Dye, CD45, and TotalSeqB anti-mouse Hashtag antibodies. CD45^+^ Live cells were sorted, and then pooled in equal parts by genotype. Graphic was created with BioRender.com. **b** 14k CD45+ Live Immune cells were sorted from WT and CaMKK2 KO tumor-bearing hemispheres on D14 p.i. HTO and Gene Expression libraries were prepared using the 10X platform. UMAP plots of the cell types identified using unsupervised clustering methods are shown for the aggregate dataset and stratified by genotype. **c** Abundance of immune cell types identified by scRNA-seq. *n* = 4 per genotype, two-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tail Fisher LSD *t*-test. **^1^*p* = 0.0059, ***p = 0.0003, **^2^*p* = 0.0016. Data are presented as mean ± SEM. **d** Dot plots corresponding to the cell types displayed in the UMAP plots show expression of subset-specific genes, with the dot size representing the percentage of cells expressing the gene and the color representing its average expression within a cluster. Source data are provided as a Source Data file.

Indeed, due to the higher dimensionality of scRNA-seq data relative to flow cytometry data, phenotypic differences among the major immune subsets became apparent. Heterogeneity was observed within the TAM compartment, as three clusters were identified that highly expressed canonical macrophage genes (*Mertk*, *Adgre1*, *Fcgr1*). These three TAM clusters were labeled Nos2+ TAM (*Nos2* and *Arg1*), DC-like TAM (*H2-Aa* and *CD74*), and Apoe^+^ TAM (*Apoe* and *Mrc1*) (Fig. 2d). 

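Expression was compared between the genotypes over all TAM-like cells of a mouse, without a division into TAM clusters, since those clusters are separated on the genes in question. The counts summed per mouse held 5010534 to 9913922 UMIs. edgeR's quasi-likelihood test was applied to the 9721 genes with at least 200 UMIs in TAM-like cells, with p adjusted by the Benjamini-Hochberg method. Of these genes, 118 were higher and 184 were lower in CaMKK2 KO mice at an adjusted p under 0.05, 302 in all. The count was 99 without WT mouse 4 and 583 without CaMKK2 KO mouse 3, and it was 181 or lower without any 1 of the mice other than CaMKK2 KO mice 1 and 3. It changed most, to 1243, when outlying cells were kept. Apoe (ENSMUSG00000002985; chromosome 7, 19696109 to 19699188) fell from 31184 ± 4999.6 CPM in WT mice to 1829.9 ± 1251 CPM in CaMKK2 KO mice. Its log2 fold change was -4.09 (standard error 0.49, adjusted p = 0.00273) and stayed between -4.58 and -3.83 with each mouse left out in turn. Apoe was also at least 2-fold lower in NK-like cells, where the WT level was 0.985% of that in TAM-like cells. Mrc1, the other gene of the Apoe+ label, had a log2 fold change of -1.37 with an adjusted p of 0.189. The Mrc1 value ranged from -1.87 without CaMKK2 KO mouse 1 to -0.82 without WT mouse 1. H2-Aa (ENSMUSG00000036594; chromosome 17, 34282744 to 34287823) rose from 2570.4 ± 1303 to 10626 ± 686 CPM, a log2 fold change of 2.05 (standard error 0.42, adjusted p = 0.0376). Cd74 (ENSMUSG00000024610; chromosome 18, 60803848 to 60812652) rose from 7229.5 ± 3447 to 24757 ± 1883 CPM, a log2 fold change of 1.78 (standard error 0.38, adjusted p = 0.0417). For both genes the adjusted p stayed under 0.05 only without WT mouse 1 or CaMKK2 KO mouse 3, and without WT mouse 4 it was 0.110 for H2-Aa and 0.119 for Cd74. Nos2 stood at 10.9 ± 4.94 CPM in WT and 61.8 ± 66.5 CPM in CaMKK2 KO mice (adjusted p = 0.110). The adjusted p of Nos2 in TAM-like cells was 0.0413 with DESeq2 and 0.0430 when outlying cells were kept. Arg1 stood at 531 ± 299 and 1176 ± 862 CPM (adjusted p = 0.284). The macrophage genes Mertk, Adgre1 and Fcgr1 had log2 fold changes of -0.47, -0.42 and 0.40, with adjusted p values of 0.225, 0.197 and 0.209.

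**Figure D1:**
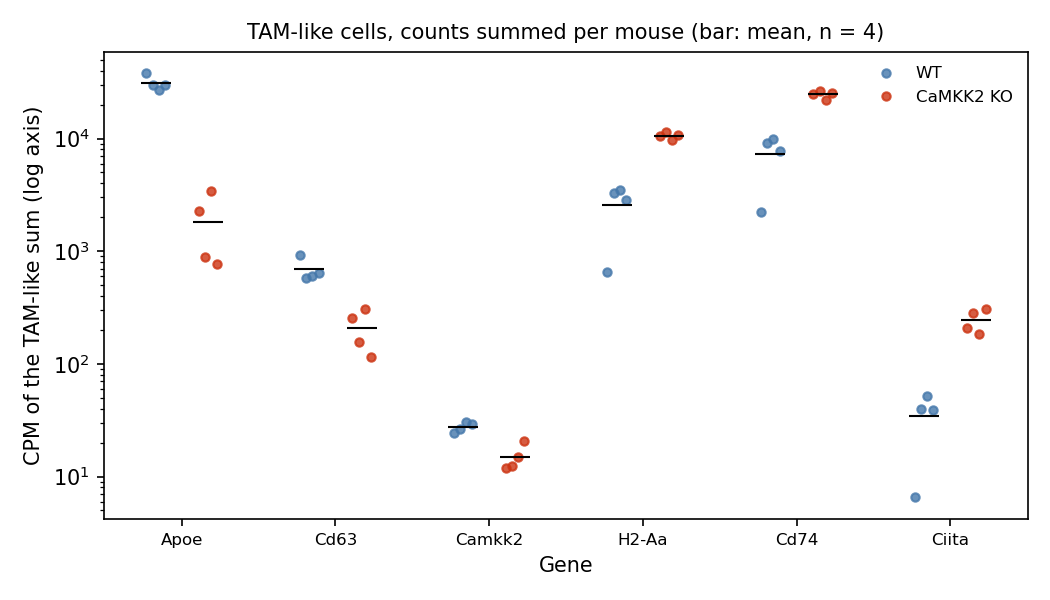
CPM (log axis) of 6 genes in the summed counts of all TAM-like cells of each mouse, with 4 WT and 4 CaMKK2 KO mice as points and the mean as a bar. The genotypes do not overlap for any of these 6 genes, and WT mouse 1 lies lowest of the WT mice for H2-Aa, Cd74 and Ciita.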

Apoe+ TAMs were nearly exclusive to the WT TME, and DC-like TAMs were predominantly found in CaMKK2 KO mice (Fig. 2b, c). 

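To size TAM groups without the genes that define them, the TAM-like cells were clustered again on 2864 variable genes. The 136 left out were the markers of the TAM clusters, the genes named in the paper and all H2 genes. Of the 8 clusters, cluster 0, led by Ly6i, Ccl5, Ciita and Cxcl9, held 110 WT and 1354 CaMKK2 KO cells, and made up 5.67% ± 3.11 of the TAM-like cells of WT mice and 63.7% ± 8.00 of those of CaMKK2 KO mice. Cluster 1, led by Spint1, Fn1, Thbs1 and Apoe, held 1090 WT and 54 CaMKK2 KO cells, or 54.3% ± 17.3 and 2.38% ± 2.31 of the TAM-like cells. Cluster 5, whose cells had a median of 3729 UMIs, made up 1.83% ± 0.854 in WT and 5.86% ± 3.85 in CaMKK2 KO mice. For these clusters the genotypes did not overlap (two-sided exact permutation test, p = 0.0286 each, and 0.0762 after adjustment over the 8 clusters). Clusters with over 90% of their cells from a single genotype held 2608 of the 4145 TAM-like cells, or 62.9%. At a resolution of 0.3 the share was 37.2%. It was 31.85% without CaMKK2 KO mouse 2, since cluster 0 was then 89.5% CaMKK2 KO. When the 14 genes at least 2-fold apart in TAM-like, cMono-like, NK-like and TIL-like cells were left out too, an alternative chosen after seeing the data, it was 9.36%, with the largest skewed groups 96.6% WT and 89.9% CaMKK2 KO.

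**Figure D2:**
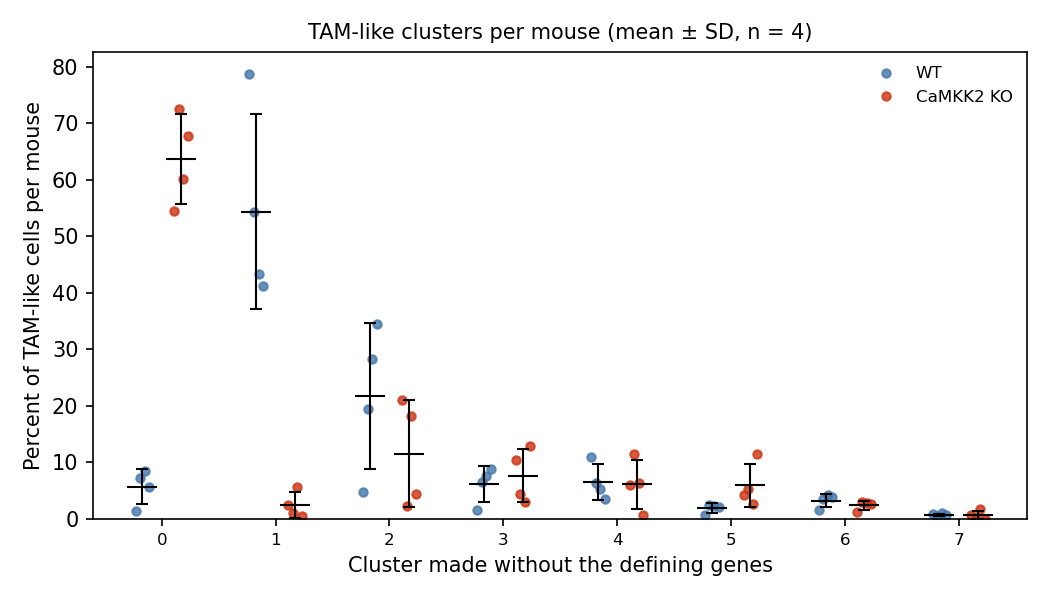
Percentage of the TAM-like cells of each mouse in the 8 clusters made without the defining genes, with points for 4 WT and 4 CaMKK2 KO mice and bars for the mean ± SD. Clusters 0 and 1 hold most of the CaMKK2 KO and WT cells, respectively, with no overlap between genotypes.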

The dramatic shift in these immune populations suggests a role for CaMKK2 in maintaining the Apoe^+^ TAM phenotype and in restricting antigen presentation phenotypes amongst TAMs.

### CaMKK2 deficiency averts a terminally exhausted phenotype in tumor-infiltrating CD8^+^ T cells

Given the increase in immunostimulatory programming of the mononuclear phagocyte (MNP) system (bone marrow-derived TAMs, and Monocytes as well as yolk-sac derived tissue-resident Microglia), as well as the requirement for T cells in mediating the survival benefit in CaMKK2 KO mice, we further analyzed the TIL compartment. Reclustering of the CD3e^+^ TIL populations resolved additional populations (Fig. 3a), including Tregs (*Ikzf2*, *Foxp3*, *Ctla4*), effector CD4^+^ T cells (*Cd4*, *CD40lg*, *IFNg, TNFa*), CD8^+^ T cells (*Cd8*, *Pdcd1*, and *Lgals3*), stem-like T cells (*Tcf7*, *Slamf6*, *S1pr1)*, and γδ T cells (*Trdv4*, *Rorc*, *Sox13*, *Aqp3*) (Fig. 3b).

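The 697 WT and 906 CaMKK2 KO TIL-like cells were clustered again at a resolution of 0.5, since the paper's text gives none for this step, and each cluster was named from the subset's marker genes. CD8 TIL-like cells made up 43.1% ± 19.8 of the TIL-like cells of WT mice and 32.9% ± 16.2 of those of CaMKK2 KO mice (two-sided exact permutation test, p = 0.486). The CD8 TIL-like difference of -10.2 percentage points ranged from -19.6 without WT mouse 1 to -4.47 without CaMKK2 KO mouse 2. Treg-like cells made up 21.9% ± 6.12 and 24.8% ± 12.0 (permutation p = 0.743). The Treg-like difference of 2.87 percentage points was -2.90 without CaMKK2 KO mouse 3 and -0.965 when outlying cells were kept. γδ TIL-like cells, 16 in WT and 31 in CaMKK2 KO mice, made up 2.35% ± 1.35 and 3.65% ± 1.78 (permutation p = 0.343). Their difference of 1.29 percentage points was 0.484 without CaMKK2 KO mouse 2. WT mouse 1 contributed 41 TIL-like cells, so each cell counts for more in its shares than in those of the other mice.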

**Fig. 3:**
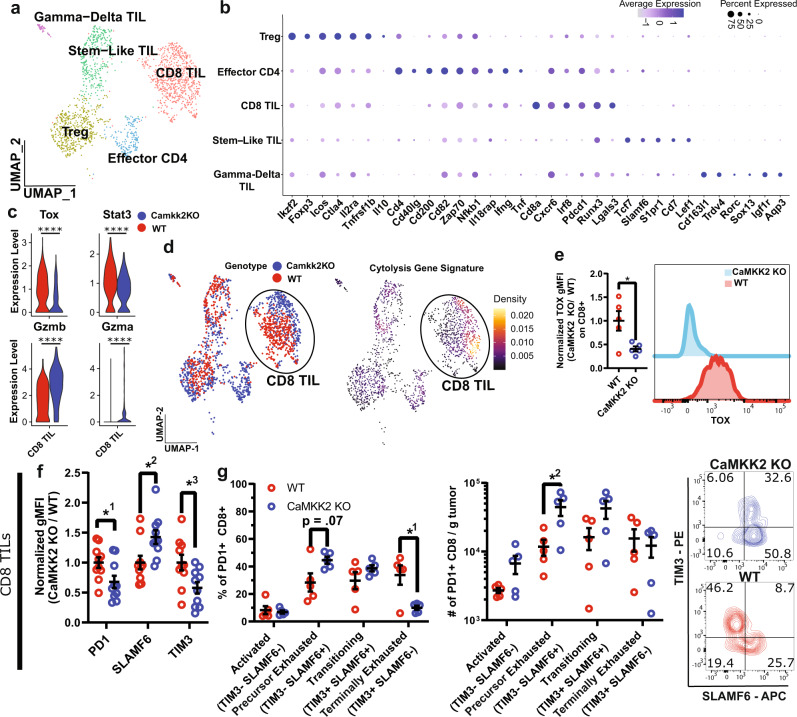
CaMKK2 deficiency averts a terminally exhausted phenotype in tumor-infiltrating CD8^+^ T cells. **a** UMAP plots of reclustered TILs presented in aggregate **b** Dot plots corresponding to the cell clusters displayed in the UMAP plot in panel **a** show expression of subset-specific genes. **c** Violin plots comparing exhaustion and cytolytic genes expression in CD8^+^ TILs. MAST was used for differential expression analysis. *n* = 366 WT and *n* = 350 CaMKK2. ****adj. *p* < 0.0001. **d** UMAP of reclustered TILs (same embedding as panel **a**) stratified by genotype, and a density plot of the cytolysis gene signature projected into UMAP space. **e** Tumor-bearing hemispheres were harvested on D14 post CT2a implantation and stained with a multi-color flow panel to assess Tox expression in CD8^+^ TILs. *n* = 5 per genotype, two-tailed *t*-test. *p = 0.0243. Each sample replicate was normalized to the average WT gMFI. **f**, **g** Tumor**-**bearing hemispheres were harvested on D14 post CT2a implantation and stained with a multi-color flow panel to assess abundance and accumulation of terminally exhausted and precursor-exhausted T-cell phenotypes. **f** *n* = 10, two-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tailed Fisher LSD *t*-test. *^1^*p* = 0.03, *^2^*p* = 0.0167, *^3^*p* = 0.0191. Results are combined from two independent experiments. Each experimental replicate was normalized to the average WT gMFI. **g** *n* = 5, two-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tail Fisher LSD *t*-test. *^1^*p* = 0.027, *^2^*p* = 0.0443. **e**–**g** Data are presented as mean ± SEM. Source data are provided as a Source Data file.

Examining the requisite CD8^+^ T-cell population more specifically, we performed differential expression analysis on the reclustered CD8^+^ TIL population. This revealed that Granzyme B (*Gzmb*) and Granzyme A (*Gzma*) expression were both more highly expressed in CD8^+^ TILs found in CaMKK2 KO mouse tumors relative to those in WT (Fig. 3c). 

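Counts were summed over the 351 WT and 314 CaMKK2 KO CD8 TIL-like cells of the 8 mice, of which WT mouse 1 gave 6 cells with 66514 UMIs. Of the 5058 genes tested, 60 were higher and 64 lower in CaMKK2 KO mice at an adjusted p under 0.05, and the total of 124 was 28 without WT mouse 4. It was 10 when each cell was given equal weight by averaging CPM over cells and testing with limma, and 504 under edgeR with no filter on low counts, which was chosen after seeing the data. Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260) rose from 832 ± 202 to 3877 ± 2169 CPM, a log2 fold change of 2.18 (standard error 0.35, adjusted p = 0.00543). Its highest adjusted p with a mouse left out was 0.0369, and with cells weighted equally it was 0.153. Gzma (ENSMUSG00000023132; chromosome 13, 113093825 to 113100981) rose from 57.3 ± 69.8 to 1474 ± 1636 CPM, a log2 fold change of 4.34 (standard error 1.04, adjusted p = 0.0408). The Gzma values of the genotypes overlapped (two-sided exact permutation test, p = 0.0857), and without CaMKK2 KO mouse 2 the adjusted p was 0.120. In each CaMKK2 KO mouse, 3 cells held 54.7% to 77.1% of the Gzma UMIs. With CD8 TILs defined by a Cd8a or Cd8b1 UMI and no Cd4 UMI, the Gzma adjusted p was 0.0549, and with equal weights for cells it was 0.261. Both granzyme genes were also at least 2-fold higher in CaMKK2 KO TAM-like cells, at 0.257% (Gzma) and 0.519% (Gzmb) of the level in NK-like cells.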

Gzmb and Gzma are molecules well-known to be involved in cytolysis. 

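The Cytolysis list of Supplementary Data 7 holds 28 genes, of which 12 had at least 200 UMIs in TIL-like cells. The mean of log2(CPM + 1) over these 12 genes in CD8 TIL-like cells was 7.09 ± 0.18 in WT mice and 6.94 ± 0.51 in CaMKK2 KO mice, a difference of -0.15 (two-sided exact permutation test, p = 0.629). The difference was 0.06 without CaMKK2 KO mouse 3 and 0.42 at a resolution of 1.0 (permutation p = 0.171), an alternative chosen after seeing the data. Without the genes Gzma and Gzmb it was -0.86 (permutation p = 0.0571). In Stem-like TIL-like cells the score differed by 0.02 (permutation p = 0.943). Single members moved both ways. Gzmd had a log2 fold change of -4.41, with 2.65 ± 1.91 CPM in CaMKK2 KO CD8 TIL-like cells (adjusted p = 0.0383, and 0.0928 without CaMKK2 KO mouse 4). The log2 fold change of Prf1 in CD8 TIL-like cells was 0.57 (adjusted p = 0.276, and 0.00328 under edgeR with no filter on low counts, which was chosen after seeing the data). With single mice left out, the Prf1 value ranged from 0.33 without CaMKK2 KO mouse 2 to 0.85 without WT mouse 2. Of the 11 list genes that could be tested in CD8 TIL-like cells, 2 were higher and 1 lower, and adjusted over the list alone the numbers were 2 and 3.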

Projection of the cytolytic gene signature onto the reclustered TILs shows that the signature strongly co-localized with the CaMKK2 KO CD8^+^ TILs (Fig. 3d). In contrast, the expression of *Tox* and *Stat3*, which regulate CD8^+^ T-cell exhaustion^34–37^, were significantly lower (Fig. 3c). 

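Stat3 (ENSMUSG00000004040; chromosome 11, 100885098 to 100939540) fell from 246 ± 37.2 to 141 ± 10.9 CPM in CD8 TIL-like cells, a log2 fold change of -0.76 (standard error 0.13, adjusted p = 0.00749). WT mouse 2 lay apart from the other WT mice at 191 CPM, and without WT mouse 4 the Stat3 adjusted p was 0.0557. With cells weighted equally it was 0.153. Tox (ENSMUSG00000041272; chromosome 4, 6686353 to 6991557) stood at 184 ± 67.4 CPM in WT and 92.1 ± 59.9 CPM in CaMKK2 KO mice, a log2 fold change of -1.06 (standard error 0.35, adjusted p = 0.125). The Tox values overlapped between the genotypes (two-sided exact permutation test, p = 0.143), and the adjusted p fell to 0.0296 without CaMKK2 KO mouse 3. Pdcd1 had a log2 fold change of -0.35 (adjusted p = 0.268). Among genes at least 2-fold apart, the largest ratios were those of Gm8797, Gzma, Wls, Emp1 and Itgb7 on the CaMKK2 KO side, and of Ccl1, Gzmd, Apoe, Ifi213 and Gm47283 on the WT side. Wls rose from 51.6 ± 36.1 to 386 ± 72.7 CPM (adjusted p = 1.00e-07), with WT mouse 1 apart from the other WT mice at 105 CPM. Apoe fell from 320.2 ± 40.6 to 18.4 ± 1.99 CPM in CD8 TIL-like cells (adjusted p = 3.51e-10), where the WT level was 1.80% of that over all WT cells. In UMIs summed per genotype, Gm8797, Gzma, Emp1, Ifi213, Gm47283 and Apoe were at least 2-fold apart in the same direction in TAM-like, cMono-like, NK-like and TIL-like cells. Of these, only Emp1 in TAM-like cells and Gzma in TIL-like cells overlapped between the mice of the 2 genotypes. Ccl1 overlapped between the genotypes, and its adjusted p of 0.0134 became 0.0710 without WT mouse 4. Itgb7 had an adjusted p of 0.0532.

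**Figure D3:**
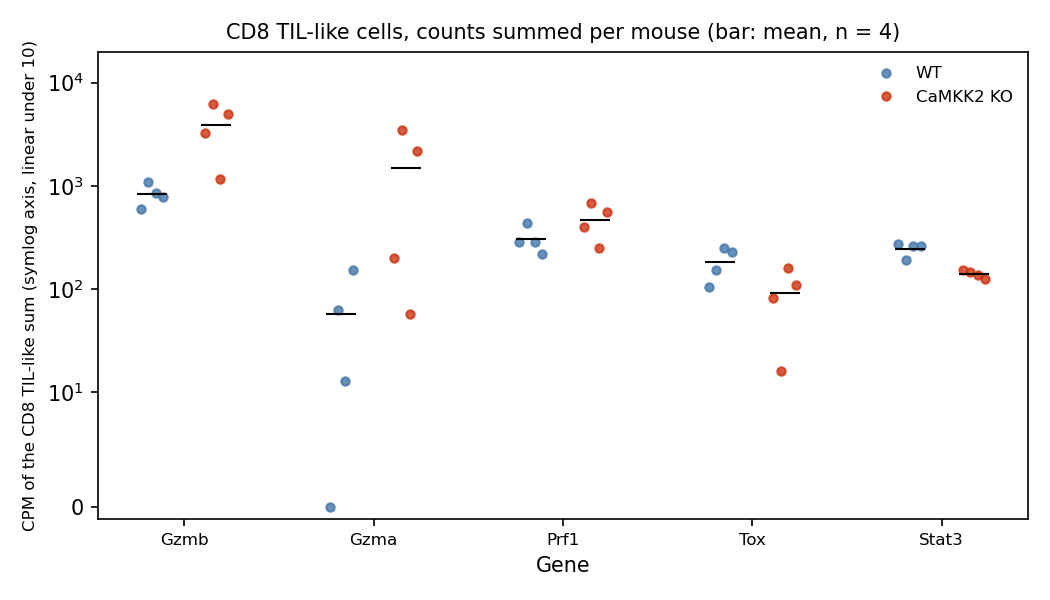
CPM (symlog axis, linear under 10) of 5 genes in the summed counts of the CD8 TIL-like cells of each mouse, with 4 WT and 4 CaMKK2 KO mice as points and the mean as a bar. The genotypes are apart for Gzmb and Stat3 and overlap for Gzma, Prf1 and Tox.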

Intracellular flow cytometry staining of CD8^+^ TILs from CaMKK2 KO mice confirmed that Tox expression was also significantly lower at the protein level (Fig. 3e). This suggested that CD8^+^ T cells in the CaMKK2-deficient TME become less exhausted in the setting of GBM.

An ICB-responsive, precursor-exhausted CD8^+^ TIL population has been identified as Slamf6^+^, Tcf1^+^, Pd1^+^, and Tim3^−^^13–15^. The precursor-exhausted population shares characteristics with the stem-like TILs identified through reclustering (*Tcf7*, *Slamf6*) (Fig. 3b). 

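In the clustering of all immune cells, the TIL-like cluster with the stem-like genes, cluster 7, made up 3.53% ± 0.802 of the cells of WT mice and 5.52% ± 2.01 of those of CaMKK2 KO mice (two-sided exact permutation test, p = 0.114). After reclustering, the Stem-like TIL-like cells, with Tcf7, Klf2 and S1pr1 among their leading genes, numbered 160 in WT and 168 in CaMKK2 KO mice. They made up 32.1% ± 24.2 of the TIL-like cells of WT mice and 21.2% ± 12.5 of those of CaMKK2 KO mice (permutation p = 0.571). WT mouse 1 reached 68.3%, against 17.7% to 22.8% in the other WT mice. The difference of -10.9 percentage points was 1.16 without WT mouse 1, and 2.56 at a resolution of 1.0.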

Because we observed a slight enrichment for stem-like TILs and reduced Tox expression in CD8^+^ TILs in CaMKK2 KO mice (Fig. 2c), we assayed exhaustion phenotype markers on CD8^+^ TILs by flow cytometry. We observed significantly reduced expression of PD1 and TIM3 (terminal exhaustion), and increased expression of SLAMF6 (precursor exhaustion) on CD8^+^ TILs in the tumors of CaMKK2 KO mice (Fig. 3f). Accordingly, within PD1^+^ CD8^+^ TILs, there was an increase in the prevalence of the precursor-exhausted phenotype (SLAMF6^+^, TIM3^-^), and reduced occurrence of the terminally exhausted phenotype (SLAMF6^-^, TIM3^+^) (Fig. 3g). The increased proportion of precursor-exhausted CD8^+^ TIL phenotypes was reflected in an increase in absolute counts of precursor-exhausted CD8 T cells per gram of tumor (Fig. 3g). This suggested that CaMKK2 deficiency licenses CD8 T-cell cytotoxicity and restricts terminal exhaustion.

### Cell–cell interaction analysis infers communication between CD4+ stem-like T cells and DC-like TAMs in the setting of CaMKK2 deficiency

To determine which other immune cells may be interacting to promote this ICB-responsive CD8^+^ T-cell phenotype, we performed cell–cell interaction analysis on the scRNA-seq data. Cell–cell interaction analysis infers intercellular communication using a database of interactions among ligands, receptors, and their cofactors. This allows for the identification of cell types that are likely initiators (high expression of ligand) and targets (high expression of the cognate receptor) of cell–cell interactions in the GBM TME. Cell–cell interaction analysis also provides insights into those interactions that are enriched in CaMKK2 KO mice, to help identify biomarkers and mechanistic determinants of ICB responsiveness and anti-tumor function. Overall, the number of predicted receptor-ligand interactions identified in CaMKK2 KO mice was higher, with a notable increase in identified interactions with DC-like TAMs (Fig. 4a, b, e).

**Fig. 4:**
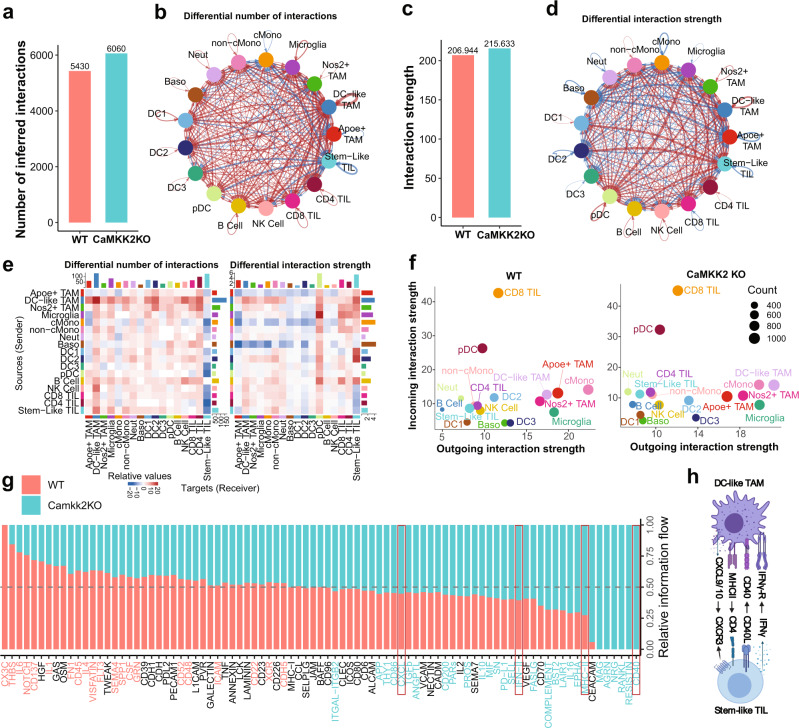
Cell–cell interaction analysis infers communication between CD4^+^ stem-like T cells and DC-like TAMs in the setting of CaMKK2 deficiency. **a**, **c** Cell–cell interaction analysis was performed on the scRNA-seq dataset using CellChat. Interaction strength represents the probability that a cell is sending or receiving a signal based on its expression of either ligands or cognate receptors, respectively. Total number of interactions and interaction strength of the inferred cell–cell communication networks for each genotype. **b**, **d** Differential number of interactions or interaction strength in the cell–cell communication network, visualized as a circle plot, where red or blue colored edges represent increased or decreased signaling in CaMKK2 KO compared to WT. Line thickness and darkness indicate the relative enrichment value. **e** Differential number of interactions or interaction strength, visualized as a heatmap, where red or blue represents increased or decreased signaling in CaMKK2 KO compared to WT. The top-colored bar plot represents the sum of a column of values displayed (incoming signaling). The right-colored bar plot represents the sum of a row of values (outgoing signaling). **f** Cell types with high outgoing interaction strength are expected to be initiators of cell–cell interactions, and cell types with high incoming interaction strength are expected to be targets of cell–cell interactions. Count refers to the number of inferred receptor-ligand pairs associated with each cell group. **g** Relative information flow from cell–cell interaction analysis. Receptor-ligand pathways with blue text are significantly enriched in CaMKK2 KO cells, and pathways with red text are significantly enriched in WT cells. **h** Summary diagram of cell interaction enriched in CaMKK2 KO mice. Graphic was created with BioRender.com.

The predicted differential interaction strength, which indicates the probability of cell types communicating more frequently in each genotype, inferred that stem-like TILs are more common targets of interactions in the CaMKK2 KO TME than in the WT TME (Fig. 4c–e). Stem-like TILs are predicted to be primarily acted upon by DC1s, DC2s, and DC-like TAMs (Fig. 4d, e). This indicates a role for these antigen-presenting cells in supporting the stem-like TILs. This analysis identified MNPs as likely initiators of interactions among immune cells in the TME, based on high predicted outgoing interactions strength (Fig. 4f). In particular, classical monocytes (cMonos), Apoe^+^ TAMs, and microglia were identified in WT mice, while cMonos, DC-like TAMs, and microglia were identified in CaMKK2 KO mice. CD8^+^ TILs were identified as targets of interactions, based on their predicted incoming interaction strength, regardless of genotype (Fig. 4f).

Information flow analysis enables the inference of cell–cell communication pathways that are conserved within a genotype. This technique predicted that CD40 (*CD40*-*CD40lg*), MHC-II (*H2-Aa*-*CD4*), IFN-II (*Ifng*-*Ifngr*), and CXCL (*Cxcl9*-*Cxcr3*, *Cxcl10*-*Cxcr3*) receptor-ligand interactions were significantly enriched in the CaMKK2 KO TME (Fig. 4g and Supplementary Fig. 3a). These pathways were predicted to be more active in CaMKK2 KO stem-like TILs and TAMs (Fig. 4h and Supplementary Fig. 3a), further suggesting greater interaction between CaMKK2-deficient TAMs and TILs. These data also demonstrate that MNPs (particularly DC-like and Apoe^+^ TAMs) likely play important roles in shaping the anti- and pro-tumor GBM immune TME via interactions with TILs.

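The interaction model itself could not be run again, because its database was not at hand, so the levels of the named genes are given over whole classes of cells. Cd40lg (ENSMUSG00000031132; chromosome X, 57212143 to 57224042) rose in TIL-like cells from 3.92 ± 3.03 CPM in WT mice to 23.5 ± 15.9 CPM in CaMKK2 KO mice, with every CaMKK2 KO mouse above every WT mouse (two-sided exact permutation test, p = 0.0286). The Cd40lg difference of 19.5 CPM was 12.3 without CaMKK2 KO mouse 2. Over all genes tested in TIL-like cells its adjusted p was 0.0673. In Stem-like TIL-like cells Cd40lg stood at 13.3 ± 12.7 and 36.0 ± 11.2 CPM (permutation p = 0.0571). Cd4 rose in TIL-like cells from 45.2 ± 10.8 to 159.5 ± 66.7 CPM (adjusted p = 0.00624). Ifng stood at 182 ± 94.0 CPM in WT and 337 ± 84.1 CPM in CaMKK2 KO TIL-like cells (permutation p = 0.0857). With doublets kept, an alternative chosen after seeing the data, the Ifng difference of 154 CPM was 83.7 CPM (permutation p = 0.429). The Ifng receptor genes Ifngr1 and Ifngr2 differed by less than their spread in TAM-like cells (167 ± 16.8 CPM in WT and 164 ± 21.3 CPM in CaMKK2 KO mice for Ifngr2). Cxcl9 rose in TAM-like cells from 386 ± 336 to 1765 ± 852 CPM, without overlap of the genotypes (permutation p = 0.0286) but with an adjusted p of 0.169 over all genes tested. Cxcl10 stood at 362 ± 236 and 788 ± 241 CPM in TAM-like cells (permutation p = 0.0571). When outlying cells were kept, an alternative chosen after seeing the data, the Cxcl10 permutation p was 0.0286. Among the other alternatives so chosen, it was 0.0857 with log-normalized counts and 0.114 at a resolution of 1.0. Cxcr3 differed little over all TIL-like cells, with 88.5 ± 20.7 and 103.3 ± 16.7 CPM (permutation p = 0.257), a difference that was 7.85 CPM without WT mouse 3. In CD8 TIL-like cells it rose from 27.4 ± 18.3 to 66.1 ± 19.7 CPM (permutation p = 0.0286, adjusted p = 0.0997).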

### CaMKK2 deficiency promotes tumor infiltration by effector CD4^+^ T cells

Cell–cell interaction analysis indicated that stem-like TILs, particularly CD4^+^ stem-like TILs, were important targets of immune interactions in the GBM TME. This motivated us to further examine the reclustered scRNA-seq TIL data (Fig. 3a, b). The originally identified stem-like TIL population (Fig. 2c) contained appreciable heterogeneity. The newly identified effector CD4^+^ TILs and γδ TILs were almost entirely derived from the original stem-like TIL population (Supplementary Fig. 4a). This suggests that the identified cell–cell interactions between DC-like TAMs and stem-like TILs, such as those via CD40 (*CD40*-*CD40lg*) and MHC-II (*H2-Aa*-*CD4*) (Fig. 4h) may also occur amongst stem-like TILs, effector CD4^+^ TILs, and γδ TILs, as identified through reclustering.

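Of the 151 effector CD4-like cells found by reclustering, 142 (94.0%) came from cluster 7 of the first clustering. The same cluster gave 46 of the 47 γδ TIL-like cells (97.9%) and 287 of the 328 Stem-like TIL-like cells (87.5%). Within cluster 7, 144 of the 184 WT cells (78.3%) and 143 of the 314 CaMKK2 KO cells (45.5%) became Stem-like TIL-like cells. Effector CD4-like cells made up 5 of its WT cells (2.72%) and 137 of its CaMKK2 KO cells (43.6%).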

When stratifying the UMAP projection of TILs by genotype (WT vs. KO), it became apparent that the effector CD4^+^ population (*Cd4, Cd40lg, Ifng, Tnf*) was almost exclusively present in CaMKK2 KO mice (Fig. 5a, b). 

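Effector CD4-like cells, with Tnfsf8, Cd4, Ccl1 and Cd40lg among their leading genes, numbered 5 in WT and 146 in CaMKK2 KO mice. They made up 0.562% ± 0.543 of the TIL-like cells of WT mice and 17.5% ± 10.6 of those of CaMKK2 KO mice, and every CaMKK2 KO mouse lay above every WT mouse (two-sided exact permutation test, p = 0.0286, and 0.143 after adjustment over the 5 subsets). With single mice left out, the difference of 16.9 percentage points ranged from 12.3 without CaMKK2 KO mouse 2 to 19.8 without CaMKK2 KO mouse 1. When outlying cells were kept, the shares were 12.8% in WT and 22.3% in CaMKK2 KO mice, a difference of 9.49 percentage points, and 144 of the 497 cells came from WT mice. That cluster had a median of 3310 UMIs per cell, against 10801 with outlying cells removed. Cd40lg and Ccl1 were no longer among its leading genes, so it is not the same group of cells. Because the clusters rest on the genes in question, the cells were also counted by their own UMIs. TIL-like cells with at least 1 Cd40lg UMI and at least 1 Ifng or Tnf UMI made up 0.798% ± 0.561 in WT and 9.86% ± 7.02 in CaMKK2 KO mice (permutation p = 0.0286). No B cell-like cell passed this count, 0 of 171 in WT and 0 of 196 in CaMKK2 KO mice, which allows shares of up to 1.75% and 1.53%. The median depth was 8681 and 8520 UMIs in TIL-like cells and 3553 and 4989 UMIs in B cell-like cells of WT and CaMKK2 KO mice. The alternative that moved the difference in this count most thinned every cell to 2000 UMIs before this count, and was chosen after seeing the data. Summed over mice, it gave 3 of 680 WT cells (0.441%) and 24 of 878 CaMKK2 KO cells (2.73%). Without thinning, the summed shares were 1.00% and 9.38%. With the subset markers left out of the clustering, also chosen after seeing the data, 10 WT and 134 CaMKK2 KO cells clustered together.

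**Figure D4:**
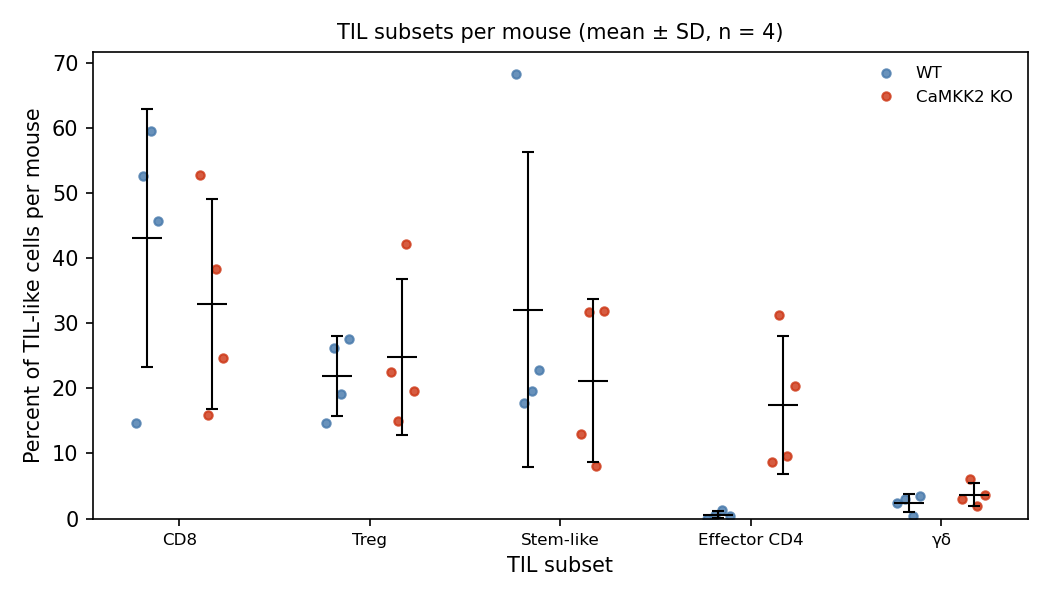
Percentage of the TIL-like cells of each mouse in 5 subsets, with points for 4 WT and 4 CaMKK2 KO mice and bars for the mean ± SD. Effector CD4-like cells are the only subset of the 5 whose genotypes do not overlap, and WT mouse 1 is the highest point for Stem-like TIL-like cells, at 68.3%.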

Utilizing intracellular cytokine staining, we found CD40L^+^ IFNγ^+^ CD4^+^ TILsto be substantially enriched in the TME of CaMKK2 KO mice (Fig. 5c, d). CD40L^+^ TNFa^+^ and IFNγ^+^ TNFa^+^ CD4^+^ TILs were also enriched in CaMKK2 KO mice (Supplementary Fig. 4b, c). Th1 signatures, typically denoted by IFNγ and CD40L (as we observed), are known to be associated with a more anti-tumor TME phenotype and ICB responsiveness^6^. Considering this, we sought to determine if CD4^+^ T cells were also necessary for the improved survival observed in CaMKK2 KO mice, using depleting antibodies. Indeed, as with CD8^+^ T cells, CD4^+^ T cells were critical for the anti-tumor effect mediated by CaMKK2 deficiency (Fig. 5e).

**Fig. 5:**
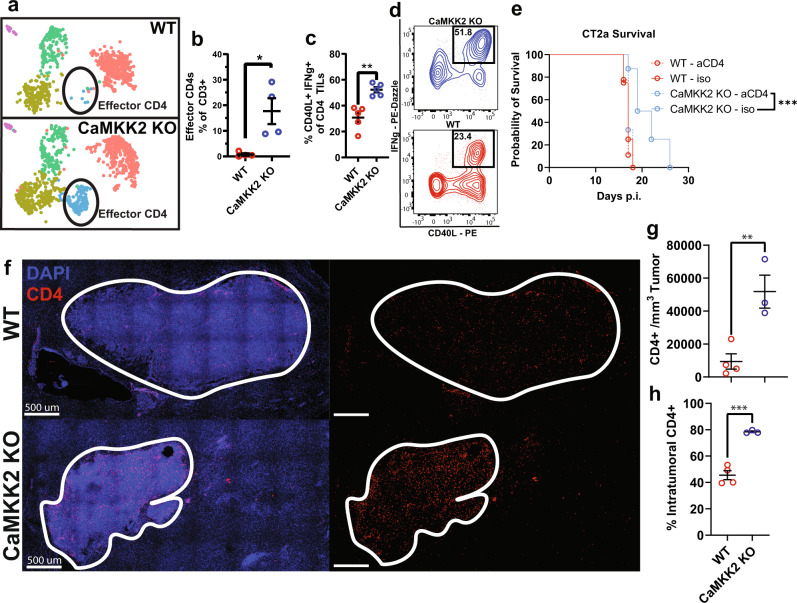
CaMKK2 deficiency promotes tumor infiltration of effector CD4^+^ T cells. **a** UMAP plots of reclustered TILs stratified by genotype **b** Abundance of Effector CD4^+^ TILs as a percentage of reclustered TILs. *n* = 4 per genotype, two-tailed *t*-test. *p = 0.0156. **c**, **d** Tumor-bearing hemispheres were harvested on D14 post CT2a implantation and stained with a multi-color flow cytometry panel to assess abundance of CD4 IFNγ^+^ CD40L^+^ TILs. *n* = 5 per genotype, two-tailed *t*-test. **p = 0.0015. **e** 50k CT2a was implanted intracranially and mice were monitored for survival. Either 200 ug of isotype or aCD4 was administered on D-3,D-2,D-1, p.i. and every 3 days after through D14 for a total of 8 treatments. *n* = 8 per group, Log-rank test. ***p = 0.0005. **f** Representative images of D14 tumor-bearing hemispheres stained with CD4 and DAPI to identify CD4+ cells and nuclei, respectively. Experiment was independently repeated twice. **g** Number of CD4^+^ cells found per mm^3^ tumor by confocal microscopy images of D14 tumor-bearing hemispheres. *n* = 4 WT, *n* = 3 CaMKK2 KO, two-tailed *t*-test. **p = 0.0082. **h** Percentage of intratumoral CD4^+^ cells of total CD4^+^ cells identified, in D14 tumor-bearing hemispheres, by confocal microscopy. *n* = 4 WT, *n* = 3 CaMKK2 KO, two-tailed *t*-test. ***p = 0.0005. **b**, **c**, **g**, **h** Data are presented as mean ± SEM. Source data are provided as a Source Data file.

Flow cytometric analysis additionally indicated that the relative frequency of CD4^+^ and CD8^+^ TIL populations were dramatically skewed toward CD4^+^ TILs in the CaMKK2 KO TME (Supplementary Fig. 4d). This shift reflected an increased absolute accumulation of CD4^+^ TILs, and not reduced numbers of CD8^+^ TILs (Supplementary Fig. 4d). Notably, the increased accumulation of CD4^+^ TILs in the CaMKK2 KO TME was not driven by an expansion in Treg abundance (Supplementary Fig. 4e). To further assess the intratumoral accumulation of CD4^+^ TILs in CaMKK2 KO mice, we utilized confocal microscopy. These experiments confirmed that there were significantly more CD4^+^ TILs per mm^3^ of tumor volume, but also that intratumoral penetrance was significantly enhanced in CaMKK2 KO mice (Fig. 5f–h). This, in turn, suggests that CaMKK2 may restrict the abundance of CD40L^+^ IFNγ^+^ TNFa^+^ effector CD4^+^ TILs, the density of CD4^+^ cells per mm^3^ of tumor volume, and the tumor penetrance of CD4^+^ T cells.

As MHC-II-CD4 and CD40L-CD40 interactions were found to be enriched in the CaMKK2 KO immune TME via cell–cell communication analysis, and as we observed improved tumor penetrance of CD4^+^ T cells, we utilized confocal microscopy to determine if there were increased myeloid-CD4^+^ interactions in CaMKK2 KO mice. *Iba1* is highly and specifically expressed in myeloid cells in the TME (Supplementary Fig. 4f), so it was assessed here as a marker of intratumoral myeloid infiltration. Indeed, CD4-myeloid interactions were found to be more frequent in the CaMKK2 KO TME (Supplementary Fig. 4g–j). This is evidence that the immunostimulatory myeloid cells, and CD4^+^ TILs—which have an increased abundance of the Effector CD4^+^ phenotype—are co-operating with greater frequency in the CaMKK2 KO TME.

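The Iba1 gene, Aif1 (ENSMUSG00000024397), lies on chromosome 17 from 35170991 to 35176068. In WT mice it stood at 772 ± 129 CPM in TAM-like cells, 702 ± 159 CPM in microglia-like cells and 363 ± 98.3 CPM in cMono-like cells. The WT level was 10.9 ± 4.35 CPM in TIL-like cells, 12.3 ± 9.49 CPM in B cell-like cells and 9.89 ± 0.647 CPM in NK-like cells. DC1-like and DC2-like cells held 426 ± 48.2 and 225 ± 52.5 CPM. The WT level was lower in cluster 8 (153 ± 46.2 CPM), DC3-like cells (95.4 ± 20.7 CPM) and pDC-like cells (43.9 ± 25.9 CPM over 3 mice). Neut-like cells of WT mice held 17.4 ± 20.3 CPM, on 4 UMIs. In CaMKK2 KO mice the TAM-like level was 1017 ± 127 CPM (two-sided exact permutation test against WT, p = 0.0571).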

### Immunostimulatory phenotype emerges among TME mononuclear phagocytes in the absence of CaMKK2

Since DC-like and Apoe^+^ TAMs represented the largest phenotypic shifts in the scRNA-seq profiling of the immune TME and were found to be important for shaping the immune TME by cell–cell interaction analysis, we further analyzed how these two populations differed in anti-tumor function and promotion of ICB response. 

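The paper shows 9 antigen processing genes, namely H2-Aa, H2-Ab1, H2-Eb1, Cd74, Ciita, B2m, Psmb8, Psmb9 and Tap1. Over all TAM-like cells, with the genotypes rather than the TAM clusters compared, all 9 were higher in CaMKK2 KO mice. Of these, 5 had an adjusted p under 0.05, and adjusted over the list alone all 9 did, which is not independent evidence since the study chose the list on these samples. No gene of the list passed without WT mouse 2, and 1 did without WT mouse 3. Ciita (ENSMUSG00000022504; chromosome 16, 10480059 to 10528418) rose from 34.2 ± 19.3 to 245 ± 57.7 CPM, a log2 fold change of 2.84 (standard error 0.49, adjusted p = 0.0202, and 0.0699 without WT mouse 4). H2-Ab1 and H2-Eb1 had log2 fold changes of 2.24 and 2.29 (adjusted p = 0.0346 and 0.0303). These genes lie with H2-Aa on chromosome 17 in 1 of the 4 runs of neighbouring genes that differed in at least 3 of 7 classes of cells. For MHC-I, B2m had a log2 fold change of 0.56 (adjusted p = 0.177), and WT mouse 1 held 2528 CPM against 4947 to 5435 CPM in the other WT mice. The log2 fold change of Tap1 in TAM-like cells was 1.11, with an adjusted p of 0.0657, which was under 0.05 in several alternatives, among them DESeq2 (0.00176) and the fit without CaMKK2 KO mouse 3 (0.0459). Psmb8 and Psmb9 had adjusted p values of 0.0643 and 0.0588.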

Consistent with their DC-like classification, DC-like TAMs were highly enriched for antigen processing and presentation via MHC-I and MHC-II by differential expression and gene ontology (GO) biological process analysis (Fig. 6a, b). TMEs that are enriched for MHC-I and MHC-II signatures are considered to possess greater anti-tumor activity^6^ and are associated with superior responses to ICB^6,38^. *CD40* expression was upregulated on DC-like TAMs and had been already identified above as prominently involved in cell–cell communication analysis (Figs. 6a and 4h). 

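Over all TAM-like cells, Cd40 (ENSMUSG00000017652; chromosome 2, 165055627 to 165072948) stood at 41.3 ± 21.0 CPM in WT and 100.1 ± 36.1 CPM in CaMKK2 KO mice. The log2 fold change was 1.28 (standard error 0.41, adjusted p = 0.112), and the lowest CaMKK2 KO mouse, at 60.6 CPM, lay under the highest WT mouse, at 66.1 CPM (two-sided exact permutation test, p = 0.0571). The adjusted p of Cd40 in TAM-like cells was 0.0151 with DESeq2 and 0.0318 when outlying cells were kept. The log2 fold change of Cd40 in cMono-like cells was 0.95 (adjusted p = 0.214), and its adjusted p was 0.00644 under edgeR with no filter on low counts, which was chosen after seeing the data.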

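The supplementary tables needed for the enrichment of biological processes are held only in part, so these enrichments were not computed again. The paper shows 10 interferon response genes (among them Irf1, Irf7, Ifi44, Ifi202b, Irgm2, Mefv, Ifitm1, Ifitm2 and Ifitm3). All 10 were higher in CaMKK2 KO TAM-like cells, and 2 of them, Ifi44 and Ifi202b, had an adjusted p under 0.05 (8 adjusted over the list alone). Ifi44 (ENSMUSG00000028037) rose from 22.8 ± 11.3 to 425 ± 170.2 CPM, a log2 fold change of 4.22 (standard error 0.48, adjusted p = 0.00217). Ifi202b (ENSMUSG00000026535; chromosome 1, 173962568 to 173982744) had no UMI in the TAM-like cells of any WT mouse and stood at 319 ± 106 CPM in CaMKK2 KO mice, at least 3362-fold higher (adjusted p = 0.000229). Ifi202b lies in a run of neighbouring genes that differed in at least 3 of 7 classes of cells. Ifi44 and its neighbour Ifi44l were each higher in CaMKK2 KO mice in 5 of the 5 classes in which they were tested. The rise of Ifi44 and Ifi202b is therefore not particular to TAM-like cells. The paper's 6 immunostimulatory genes (Cxcl9, Cxcl10, Ccl5, Cxcl13, Cxcl16 and Cd40) were all higher, and 1 of them, Ccl5, had an adjusted p under 0.05 (5 adjusted over the list alone). Ccl5 rose from 227 ± 132 to 2922 ± 2333 CPM (adjusted p = 0.0362, and 0.0961 without WT mouse 4).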

Beyond antigen presentation, DC-like TAMs were also enriched for other anti-tumor biological process signatures, such as Type 1 and 2 Interferon response, induction of T-cell cytotoxicity, induction of T-cell migration, and induction of T-cell proliferation (Fig. 6b).

**Fig. 6:**
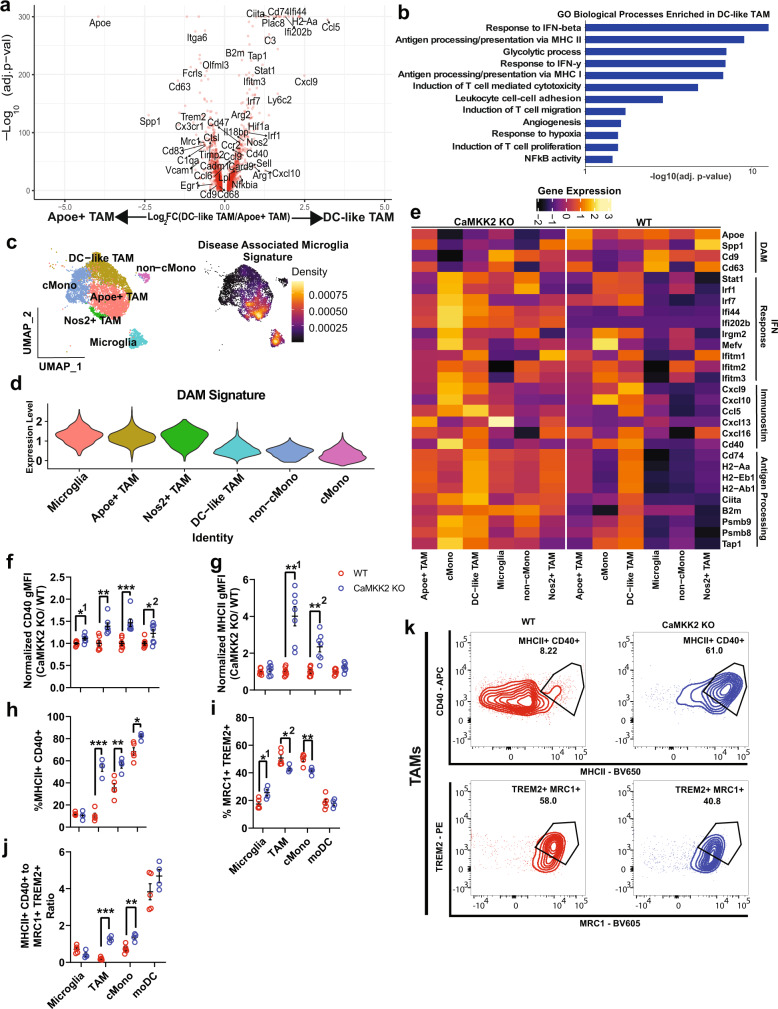
Immunostimulatory phenotype emerges among TME mononuclear phagocytes in the absence of CaMKK2. **a** Volcano plot of genes differentially expressed between DC-like and Apoe+ TAMs. Differential expression testing was performed using MAST and only genes with unadjusted *p* values < 0.05 are shown. *n* = 2276 Apoe^+^ TAMs *n* = 1959 DC-like TAMs. **b** Differentially expressed genes from panel **a** were used in GO biological processes enrichment for processes enriched in DC-like TAMs relative to Apoe+ TAMs. **c** UMAP plot of MNPs and Density plot of the Disease Associated Microglia Signature projected in UMAP space. **d** Violin plot of DAM signature expression levels across mononuclear phagocytes. **e** Heatmap of genes related to the DAM phenotype, interferon response, chemotaxis, and antigen processing and presentation. **f**, **g** Tumor-bearing hemispheres were harvested on D14 post CT2a implantation from WT, CaMKK2 KO mice and stained with a multi-color flow panel to assess MHC-II and CD40 expression. *n* = 7 per genotype, two-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tailed Fisher LSD *t*-test. Each sample was normalized to the average WT gMFI. **f** *^1^*p* = 0.0198, **p = 0.0012, ***p = 0.0009, *^1^*p* = 0.038. **g** **^1^*p* = 0.0011, **^2^*p* = 0.0022. **h**–**k** Tumor-bearing hemispheres were harvested on D14 post CT2a implantation from WT, CaMKK2 KO mice and stained with a multi-color flow panel to assess ratios of immunostimulatory and DAM-like MNPs. *n* = 5 WT and *n* = 4 CaMKK2 KO, two-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tailed Fisher LSD *t*-test. **h** ***p = 0.0001, **p = 0.0037, *p = 0.0149. **i** *^1^*p* = 0.0246, *^2^*p* = 0.0263, **p = 0.005. **j** ***p = 0.0002, **p = 0.0029. **f**–**j** Data are presented as mean ± SEM. Source data are provided as a Source Data file.

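Of the 49 genes labelled in Fig. 6a, 28 were higher and 21 lower in CaMKK2 KO than in WT mice over all TAM-like cells. Of these, 9 of the higher and 7 of the lower genes had an adjusted p under 0.05, 16 in all, and adjusted over the list alone the total was 39. Besides Apoe and Cd63, the lower ones included Itga6 (log2 fold change -2.44) and Olfml3 (-2.62). Among all genes at least 2-fold apart, the 5 with the lowest ratio of CaMKK2 KO to WT counts were Spint1, Gm34084, Hpgd, Ifi213 and Zfp984. Spint1 (ENSMUSG00000027315; chromosome 2, 119237362 to 119249527) held 149.6 ± 24.7 CPM in WT mice and no UMI in CaMKK2 KO mice, at least 1548-fold lower (adjusted p = 2.17e-05). It lies in a run of neighbouring genes that differed in at least 3 of 7 classes, as does Ifi213. Gm34084 had a log2 fold change of -6.20, with WT mouse 1 apart from the other WT mice at 28.0 CPM. The 5 genes with the highest ratio were Ifi202b, Ifi44l, Chil1, Gm15056 and Mcpt4. Ifi44l had no UMI in WT mice and stood at 198 ± 72.2 CPM in CaMKK2 KO mice, at least 2072-fold higher (adjusted p = 0.000404). It was also higher in each of the 5 classes in which it was tested. Gm15056 had an adjusted p of 0.0394, and 0.1235 without WT mouse 4. Chil1 and Mcpt4 had adjusted p values of 0.0798 and 0.0823.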

Of the genes that were upregulated in Apoe^+^ TAMs, *Apoe* was the most differentially expressed (Fig. 6a). Recently, Apoe has been identified as a hallmark gene for the DAM phenotype, which is present in various neurodegenerative diseases^39^ and is associated with an ICB resistant TAM phenotype^9,10^. Interestingly, several of the genes associated with the DAM phenotype were found to be enriched in Apoe+ TAMs (*Apoe*, *Cd63*, *Trem2*, Spp*1*, *Lpl*, *Cd9*) (Fig. 6a). 

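Of these genes, Cd63 (ENSMUSG00000025351; chromosome 10, 128900989 to 128912822) fell over all TAM-like cells from 689 ± 163 CPM in WT mice to 209 ± 88.5 CPM in CaMKK2 KO mice. Its log2 fold change was -1.72 (standard error 0.30, adjusted p = 0.0203, and 0.0684 without CaMKK2 KO mouse 2), with WT mouse 1 apart from the other WT mice at 931 CPM. Trem2 (ENSMUSG00000023992) fell from 546 ± 107 to 341 ± 89.7 CPM, with every CaMKK2 KO mouse below every WT mouse (two-sided exact permutation test, p = 0.0286) but an adjusted p of 0.103 over all genes. The adjusted p of Trem2 in TAM-like cells was 0.0469 with DESeq2. Spp1 (ENSMUSG00000029304) fell from 1574 ± 764 to 309 ± 281 CPM, a log2 fold change of -2.35 (standard error 0.63, adjusted p = 0.0790). The adjusted p of Spp1 in TAM-like cells was 0.0309 with DESeq2, 0.0436 with cells weighted equally and 0.0238 without CaMKK2 KO mouse 1. Lpl (ENSMUSG00000015568) stood at 35.1 ± 14.4 and 15.7 ± 18.3 CPM (adjusted p = 0.323, and 0.0413 without CaMKK2 KO mouse 1). Cd9 (ENSMUSG00000030342) stood at 361 ± 45.8 and 264 ± 72.2 CPM (adjusted p = 0.178), with WT mouse 2 apart from the other WT mice at 429 CPM. Of the 11 genes on the Disease Associated Microglia list of Supplementary Data 7, 9 were lower and 2 higher in CaMKK2 KO mice, or 7 and 4 with TMM scaling or DESeq2. The 3 past an adjusted p of 0.05 were Apoe, Cd63 and Ctsb, all lower, and adjusted over the list alone 5 were past it, all lower. Ctsb fell from 2347 ± 38.6 to 1668 ± 124 CPM (adjusted p = 0.0279, at most 0.0880 with a mouse left out).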

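For each class of MNPs, the mean of log2(CPM + 1) over the 11 genes of the DAM list was taken per mouse. In WT mice this score was highest in microglia-like cells at 10.04 ± 0.22, followed by TAM-like cells at 9.51 ± 0.14, cMono-like cells at 8.00 ± 0.14 and cluster 8 at 7.44 ± 0.20. In CaMKK2 KO mice it was 8.50 ± 0.31 in TAM-like cells, lower than in WT mice by a difference of -1.01 (two-sided exact permutation test, p = 0.0286). The differences were -0.38 in microglia-like cells (permutation p = 0.286), -0.96 in cMono-like cells (permutation p = 0.0286) and -0.53 in cluster 8 (permutation p = 0.0286). With doublets kept, an alternative chosen after seeing the data, the difference in cMono-like cells was -0.74 (permutation p = 0.0571). Without Apoe the differences became -0.68 in TAM-like cells (permutation p = 0.0286), -0.18 in microglia-like cells (permutation p = 0.6), -0.61 in cMono-like cells (permutation p = 0.0286) and -0.21 in cluster 8 (permutation p = 0.229).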

Projection of the DAM signature into UMAP space, with only the MNP system embedded, showed a strong colocalization of the DAM signature with the Apoe+ TAM and microglia cell clusters (Fig. 6c, d). Extending this analysis to the whole MNP system showed that DAM genes were consistently enriched in MNPs in the WT TME, while antigen processing, interferon (IFN) response and immunostimulatory genes were enriched in CaMKK2 KO MNPs (Fig. 6e and Supplementary Fig. 5a). 

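Counts were also summed over microglia-like and cMono-like cells, the latter with 5 cells and 58357 UMIs from WT mouse 1. In microglia-like cells 28 of 5327 genes were higher and 43 lower in CaMKK2 KO mice at an adjusted p under 0.05, and the total of 71 was 28 without WT mouse 2. The median log2 fold change of all genes in microglia-like cells was -0.13, and -0.02 after TMM scaling of the library sizes. In cMono-like cells 91 of 5525 genes were higher and 87 lower, and the total of 178 was 47 without CaMKK2 KO mouse 2. For the 29 genes of Fig. 6e in TAM-like, microglia-like and cMono-like cells, 82 combinations of gene and class could be tested and 30 passed. The number was 17 without CaMKK2 KO mouse 2 and 19 without WT mouse 2, and it moved most, to 55, under edgeR with no filter on low counts, which was chosen after seeing the data. Among the 25 genes tested in microglia-like cells 7 were higher and 1 lower, and among the 28 in cMono-like cells 9 were higher and 3 lower. In microglia-like cells Cd74 rose from 680 ± 141 to 13306 ± 9545 CPM (adjusted p = 0.000665). Apoe fell there from 15381 ± 6271 to 3359.9 ± 2323 CPM (adjusted p = 0.0364, and 0.0912 without CaMKK2 KO mouse 2). Trem2 in microglia-like cells had a log2 fold change of 0.02 (adjusted p = 0.963), which became -0.083 with cells weighted equally. That of Cd9 was -0.04 (adjusted p = 0.954), and 0.06 with TMM scaling. In cMono-like cells Cd74 rose from 2804.5 ± 807 to 10714 ± 1730.2 CPM (adjusted p = 0.000268). Apoe fell there from 7653 ± 2368 to 605 ± 803 CPM (adjusted p = 0.0217), with CaMKK2 KO mouse 3 apart from the other CaMKK2 KO mice at 1801 CPM. Without CaMKK2 KO mouse 2 this adjusted p was 0.0780, and with cells weighted equally it was 0.0709. Cd9 fell in cMono-like cells from 296 ± 109 to 76.3 ± 34.8 CPM (adjusted p = 0.0103, and 0.05996 without CaMKK2 KO mouse 2), and its adjusted p reached 0.101 with the libraries integrated.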

Utilizing flow cytometry, we confirmed that MHC-II and CD40 were more highly expressed on CaMKK2 KO TAMs and cMonos (Fig. 6f, g). We additionally examined the ratio of immunostimulatory (MHC-II^+^, CD40^+^) to DAM-like (Mrc1^+^, Trem2^+^) MNPs and found that a favorable ratio was detected in CaMKK2 KO TAMs and cMonos (Fig. 6h–k).

Many macrophage-directed therapies in GBM have targeted macrophage survival and recruitment, but few therapies have demonstrated an impact on phenotypic programming without limiting macrophage accumulation in the TME^40^. Reprogramming TAMs in GBM is an attractive therapeutic strategy due to the abundance of TAMs in the TME and their potential for anti-tumor function^41^. To further validate the role of CaMKK2 in TAM programming, we utilized immunofluorescence and confocal microscopy. Confocal microscopy confirmed that the abundance of Apoe^+^ myeloid cells is significantly reduced in tumors of CaMKK2 KO mice (Supplementary Fig. 5b, c). In addition, there was no significant reduction in myeloid infiltration per mm^3^ of the tumor in the setting of CaMKK2 deficiency, and there was instead a higher percentage of myeloid cells found intratumorally, rather than peritumorally (Supplementary Fig. 5d, e). Collectively, these results suggest that CaMKK2 promotes a DAM-like phenotype associated with ICB resistance in TAMs and other MNPs, which are the most abundant immune cells in the GBM TME (Fig. 2d and Supplementary Fig. 2b). Likewise, CaMKK2 may prevent TAMs from being programmed to an immunostimulatory phenotype, which may better promote ICB response.

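Across all genes tested, 59 passed an adjusted p of 0.05 in TAM-like and in cMono-like cells alike, 36 of them higher and 23 lower in CaMKK2 KO mice. The classes came from the same 8 mice and 2 channels, so these overlaps are not independent, and the number expected by chance was not computed. This number was 23 without CaMKK2 KO mouse 2. TAM-like and microglia-like cells shared 35 such genes (15 without CaMKK2 KO mouse 2), and cMono-like and microglia-like cells shared 22. The paper proposes this role of CaMKK2 from the enrichment of DAM genes in WT MNPs and of antigen processing, interferon response and immunostimulatory genes in CaMKK2 KO MNPs (Fig. 6e), together with its flow cytometry and confocal microscopy.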

### CaMKK2 deficiency in non-hematopoietic cells is necessary for licensing checkpoint blockade response and immunostimulatory macrophages

Considering the high expression of CaMKK2 in TAMs (Fig. 1b and Supplementary Fig. 2d), TAM abundance in the TME (Fig. 2d and Supplementary Fig. 2b), and the immunostimulatory impact of CaMKK2 deficiency on TAMs, we conditionally deleted CaMKK2 in MNPs (LysM^cre^ x CaMKK2^fl/fl^) to determine whether this would be sufficient to produce a survival benefit in IC tumor-bearing mice. 

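The mean level of Camkk2 was lower in CaMKK2 KO than in WT mice in each class of cells in which it was detected. The two-sided exact permutation p was 0.0286 in TAM-like, microglia-like, cMono-like, DC1-like and B cell-like cells. It was 0.114 in cluster 8, 0.143 in DC2-like and TIL-like cells, 0.171 in NK-like and 0.343 in DC3-like cells. Neut-like cells held 3 UMIs in WT and 0 in CaMKK2 KO mice. These other classes therefore do not settle a drop by themselves. In TAM-like cells it fell from 27.5 ± 2.74 to 14.9 ± 3.96 CPM, a log2 fold change of -0.90 (standard error 0.17, adjusted p = 0.0296, and 0.0961 without WT mouse 4). In WT mice its level was 88.1 ± 46.4 CPM in cMono-like cells and 96.3 ± 20.9 CPM in cluster 8, above the level in TAM-like cells. Microglia-like cells held 48.7 ± 5.40 CPM, B cell-like cells 43.4 ± 17.6 CPM and DC2-like cells 23.4 ± 9.20 CPM. NK-like and TIL-like cells held 15.8 ± 2.85 and 11.1 ± 3.92 CPM. No Camkk2 UMI was found in pDC-like cells.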

Although this conditional deletion model has induced tumor regression in preclinical breast cancer models^22^, there was no observable survival benefit in orthotopic GBM (Fig. 7a). Furthermore, conditional deletion of CaMKK2 in MNPs was insufficient to induce the MHC-II^high^ phenotype in MNPs that was observed in germline CaMKK2 KO mice (Fig. 7b). Considering that CaMKK2 is highly expressed in both hematopoietic and non-hematopoietic cells, we utilized bone marrow chimeras to determine which compartment was primarily mediating the impact of CaMKK2 deficiency.

**Fig. 7:**
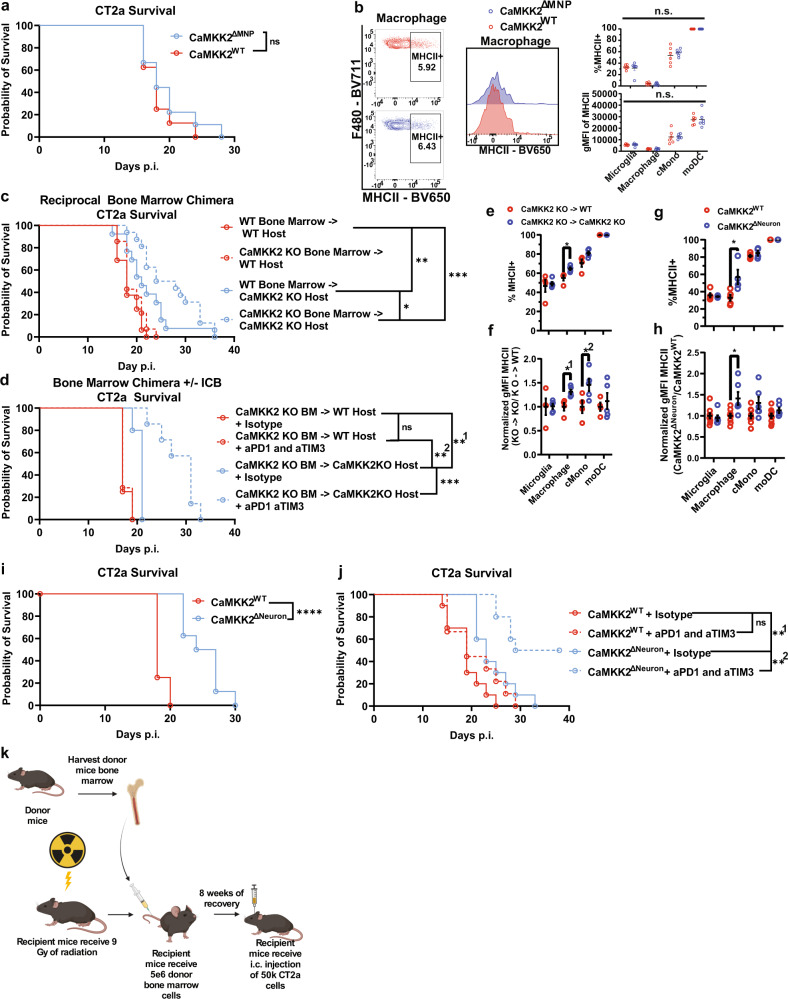
CaMKK2 deficiency in neurons is sufficient for licensing checkpoint blockade response and immunostimulatory macrophages. **a**, **c**, **d**, **i**, **j** 50k CT2a was implanted and mice were monitored for survival, Log-rank test. **b**, **e**–**h** Tumor-bearing hemispheres were harvested on D14 post 50k CT2a implantation, and assessed by flow cytometry. 2-way RM ANOVA *p* < 0.05 with post hoc unadjusted two-tail *t*-test. Data are presented as mean ± SEM. k Schematic depicting bone marrow chimera generation. Graphic was created with BioRender.com. **c**, **d** Bone marrow chimeras were generated as shown in panel **k**. **d**, **j** ICB treatment regimen is described in panel **f**. **a** *n* = 8 per genotype (LysMcre^WT^xCaMKK2^fl/fl^, or LysMcre^+/-^xCaMKK2^fl/fl^). **b** *n* = 6 per genotype (LysMcre^WT^xCaMKK2^fl/fl^, or LysMcre^+/-^xCaMKK2^fl/fl^). **c** *n* = 16 WT->WT, *n* = 14 CaMKK2 KO->WT, *n* = 13 WT->CaMKK2 KO, *n* = 16 CaMKK2 KO->CaMKK2 KO, results are combined from two experiments. ***p < 0.0001, **p = 0.0084, *p = 0.0467. **d** *n* = 8 KO->WT + isotype, *n* = 9 KO->WT + ICB, *n* = 7 KO->KO + isotype, *n* = 9 KO->KO + ICB. **^1^*p* = 0.0082, ***p = 0.0009, **^2^*p* = 0.0030. **e**, **f** *n* = 4 KO->WT, *n* = 5 KO->KO. **e** *p = 0.0313. **f** Each sample was normalized to the average WT gMFI. *^1^*p* = 0.0213, *^2^*p* = 0.0438. **g** *n* = 4 for Syn1cre^+/-^xCaMKK2^fl/fl^ and *n* = 5 for Syn1cre^WT^xCaMKK2^fl/fl^, *p = 0.0256. **h** *n* = 6 for Syn^1^cre^+/-^xCaMKK2^fl/fl^ and *n* = 9 for Syn1cre^WT^xCaMKK2^fl/fl^. Combined from two experiments. Each experimental replicate was normalized to the average WT gMFI. *p = 0.0106. **i** *n* = 8 per genotype (Syn1cre^+/-^xCaMKK2^fl/fl^ and Syn1cre^WT^xCaMKK2^fl/fl^), ****p < 0.0001. **j** *n* = 10 per condition except *n* = 9 for Syn1cre^WT^xCaMKK2^fl/fl fl^ + ICB group, **^1^*p* = 0.0054, **^2^*p* = 0.0023. Source data are provided as a Source Data file.

In a reciprocal bone marrow chimera model, where irradiated WT and CaMKK2 KO mice received either WT or CaMKK2 KO bone marrow, respectively, (Supplementary Fig. 6a, b), we demonstrated that CaMKK2 deficiency in non-hematopoieticcells was necessary for any survival benefit (Fig. 7c). However, survival was further enhanced by the combination of CaMKK2 deficiency in both the hematopoietic and non-hematopoietic compartments. The ultimate requirement for CaMKK2 deficiency in non-hematopoietic cells, however, suggests a strong role for CaMKK2 in brain-native cells, which interact with immune cells within the TME. Bone marrow chimera models additionally identified that CaMKK2 deficiency in non-hematopoietic cells is necessary for ICB response (Fig. 7d). These results demonstrate a role for CaMKK2 in non-hematopoietic cells as primary drivers of ICB resistance in GBM.

To determine whether hematopoietic or non-hematopoietic cells were also responsible for increasing the prevalence of MHC-II^high^ TAMs in tumors of CaMKK2 KO mice, we again utilized a bone marrow chimera model. Surprisingly, CaMKK2 deficiency in non-hematopoietic cells was again found to be necessary for eliciting the MHC-II^high^ TAM phenotype (Fig. 7e, f). Additional chimera experiments did however indicate that non-hematopoietic CaMKK2 deficiency was disposable for the CD4^+^ TIL skewing, and reduced CD8^+^ TIL exhaustion shown in Supplementary Fig. 4d and Fig. 3g (Supplementary Fig. 6b, c). This indicates that hematopoietic CaMKK2 deficiency is sufficient to promote these anti-tumor TIL phenotypes. Focusing on the relevant brain-native non-hematopoietic cells, recent research suggests that neurons can have profound pro-tumor effects within the glioma TME via secretion of CaMKK2-dependent pro-tumor mitogenic factors^25–28^. Likewise, we found CaMKK2 to be frequently expressed in neurons (Fig. 1a and Supplementary Fig. 1a–c). To determine, then, if it was neuronal CaMKK2 deficiency alone that was sufficient to induce the MHC-II^high^ TAM phenotype, we conditionally deleted CaMKK2 in neurons using a Syn1^cre^xCaMKK2^fl/fl^ model. Indeed, conditional deletion of CaMKK2 in neurons was sufficient to induce the MHC-II^high^ TAM phenotype (Fig. 7g, h). Furthermore, deletion of CaMKK2 in neurons was also sufficient to improve survival and ICB response (Fig. 7i, j). This implicates neuronal CaMKK2 as a key contributor to the tumor-promoting TAM phenotype, tumor progression, and ICB resistance within the GBM TME.

## Discussion

Here, we applied a systems biology approach to survey the differences in the immune landscape of the WT and CaMKK2-deficient TME. Using this approach, we identified that CaMKK2 deficiency in neurons is sufficient to induce ICB response and anti-tumor immune phenotypes. Germline CaMKK2 deficiency increases the expression of cytotoxic molecules in CD8^+^ TILs and limits their exhaustion. Given that CD4^+^ T cells were critical for the survival benefit in CaMKK2-deficient mice and that these mice demonstrated increased intratumoral accumulation of an effector CD4^+^ phenotype (associated with ICB response), we suspect that CD4^+^ TILs additionally strongly contribute to the overall anti-tumor effect and ICB response in the CaMKK2 KO TME. Cell–cell interaction analysis indicated that CD4^+^ TILs were more frequently interacting with a MHC-II^high^ DC-like TAM phenotype, which was confirmed by microscopy. These DC-like TAMs were found to be primarily in the CaMKK2-deficient TME and were enriched for immunostimulatory transcriptional programs. Conversely, Apoe+ TAMs were primarily detected in the WT TME and were reminiscent of the DAM phenotype, which is associated with ICB resistance. Using bone marrow chimera models, we identified that CaMKK2 in the non-hematopoietic compartment was primarily responsible for driving ICB resistance. This led to our identification of neurons as important in maintaining an MHC-II^low^ TAM phenotype, promoting tumor progression, and stimulating ICB resistance. CaMKK2’s pro-tumor effects are likely mediated by multiple cell types, including immune and brain-native cells. This is unsurprising given the near-ubiquitous expression of CaMKK2 and the complexity of the TME. Indeed, our bone marrow chimera data indicate that hematopoietic CaMKK2 deficiency becomes relevant in the context of non-hematopoietic CaMKK2 deficiency in terms of impacting tumor progression. It is worth noting here that we observed that the chimera generation process, as well as isotype antibody treatment, had negative effects on survival, which generally led to smaller—although still significant—differences in survival compared to untreated survival studies. In the CT2a preclinical model, the combination of CaMKK2 deficiency along with ICB treatment approximately doubles median survival which we believe is suggestive that CaMKK2 may be a clinically significant target in GBM.

Collectively, these observations led us to construct our working model (Fig. 8). Neuronal CaMKK2 has profound pro-tumor effects, demonstrated by its ability to maintain TAMs in an ICB resistance-associated phenotype, as well as promote tumor progression and ICB resistance. CaMKK2 within the hematopoietic additionally has pro-tumor effects as evidenced by the bone marrow chimera experiments. Figure 7c indicates that hematopoietic CaMKK2 deficiency extends survival in the context of non-hematopoietic CaMKK2 deficiency. In addition, Supplementary Fig. 6b, c suggests that CaMKK2 in the hematopoietic compartment is sufficient to phenocopy TIL phenotypes that were observed in the germline CaMKK2 KO mice. We hypothesize that neuronal CaMKK2 is a primary driver of ICB-resistance via maintaining TAMs, an abundant component of the GBM TME, in a pro-tumor phenotype. The pro-tumor TIL phenotypes seem to be driven by hematopoietic CaMKK2 expression, likely as a combination of expression in innate and lymphoid cells. How CaMKK2 in neurons is interacting with the immune system is a topic of great interest. CaMKK2 in neurons likely has direct and indirect immunosuppressive effects. Neuronal CaMKK2 may indirectly influence immunosuppression via supporting tumor growth through the secretion of CaMKK2-dependent mitogenic factors such as BDNF. These larger, faster growing, tumors would be expected to exert stronger immunosuppressive effects. Alternatively, neuronal CaMKK2 may be directly immunosuppressive through neuro-immune interactions. Collectively these results indicate that CaMKK2 promotes tumor progression, ICB-resistance, and pro-tumor immune phenotypes.

**Fig. 8:**
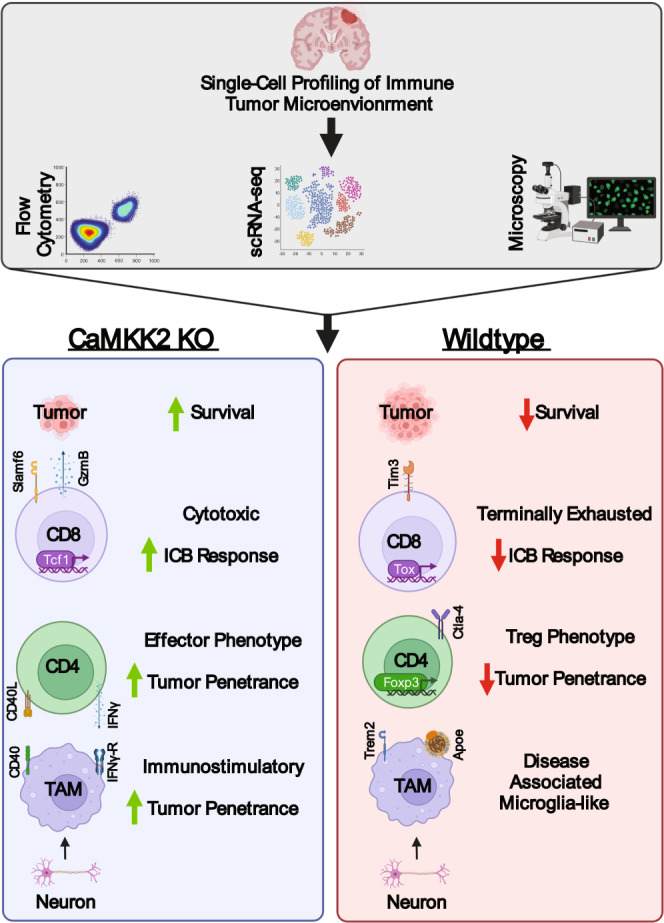
Working model of CaMKK2’s mechanism of action for promoting immunotherapeutic resistance. Graphical summary of findings. Green and red arrows refer to the increased or decreased presence of a phenotype, respectively. Graphic was created with BioRender.com.

This work has translational implications for how CaMKK2 inhibition may be particularly efficacious in GBM due to the abundance of cells with pro-tumor functions which highly express CaMKK2, like neurons and TAMs. Because CaMKK2 appears to have pro-tumor functions in human GBM, and deletion of CaMKK2 extends survival in preclinical models, we expect that a brain penetrant CaMKK2 inhibitor may be efficacious as a monotherapy. Unfortunately, commercially available CaMKK2 inhibitors are neither very selective^42^ nor brain penetrant^43^. Therapeutic targets which selectively re-polarize the stromal elements of the TME to anti-tumor phenotypes and enable ICB therapy have been limited, particularly in immunologically cold tumors such as GBM. CaMKK2 has roles in mediating ICB resistance. Thus, we expect a combination therapy of a CaMKK2 inhibitor and ICB would be more effective than either treatment alone in GBM. The immunostimulatory program that is active in CaMKK2-deficient TAMs likely contributes to ICB response and is quite unique among myeloid-directed therapeutic targets. Initially, myeloid targeted therapies aimed to simply deplete myeloid cells via targeting survival or chemotaxis (aCSF1R, aCCL2, aCCR2)^41^. Subsequent generations of myeloid-directed therapies aimed to re-educate TAMs (aCD47, BLZ945), but resulted in TAM phenotypes that were not directly immunostimulatory, and thus were not as well-positioned to synergize with T-cell dependent immunotherapies^41^. Because CaMKK2 deficiency licenses such an immunostimulatory TME landscape, we anticipate it will also synergize with other T-cell-dependent therapies, such as chimeric antigen receptor (CAR)-T cells and tumor vaccines.

We have additionally demonstrated mechanisms for non-hematopoietic CaMKK2 in driving ICB resistance, as well as for neuronal CaMKK2 in maintaining a suppressive TME. These results suggest that neuronal CaMKK2 deficiency can effectively program the tumor-infiltrating myeloid population from a DAM-like phenotype (associated with ICB resistance) to a more immunostimulatory phenotype. These findings represent an interface between immunotherapy and cancer neuroscience in GBM. Furthermore, they suggest that CaMKK2 has roles in maintaining the DAM phenotype, which likely has implications in other neurodegenerative diseases, like Alzheimer’s.

Neuroimmunology has unveiled a myriad of neuro-immune interactions, many of which take place along vasculature that shuttles circulating immune cells into the TME. The perivascular niche, which is maintained by microglia and serves as a reservoir for neural and glioma stem cells, is a point of entry for many immune cells that go on to adopt pro-tumor phenotypes^3,4^. The permeability of vasculature in the central nervous system (CNS) is partially regulated by IFNγ secretion by CD4^+^ T cells^44^. The increased abundance of IFNγ secreting CD4^+^ TILs in CaMKK2-deficient mice, in addition to chemotactic signals from DC-like TAMs (*Cxcl9, Cxcl10*), may explain the enhanced tumor penetrance seen by CD4^+^ and myeloid cells in the setting of CaMKK2 deficiency. How these myeloid cells are polarized to immunostimulatory or DAM-like phenotypes by neurons will be a topic of future study.

Neurons are known to establish intimate relationships with macrophages throughout the body^45^ and may be directly polarizing TAMs to a pro-tumor phenotype in GBM. Whether this is the case could be informed by comparative sequencing of WT and CaMKK2-deficient neurons in the GBM TME. Alternatively, pro-tumor macrophage programming may take place via an indirect mechanism, such as by neurons influencing the immunosuppressive capacity of tumors through the secretion of neurotrophic factors like BDNF, as previously mentioned. In addition to neurons and TAMs, cancer-associated fibroblasts have been identified as having a pro-tumor CaMKK2-dependent role in a pancreatic cancer model^46^ and are a therapeutic target in other cancers^41^. Although fibroblasts are not traditionally thought of as part of the GBM TME, recent work has identified that they play crucial roles in fibrosis after injury in the CNS^47^. These may represent an additional non-hematopoietic CaMKK2-expressing cell with pro-tumor roles in GBM.

In summary, we found that CaMKK2 deficiency dramatically remodels the immune TME to a more anti-tumor, ICB-responsive phenotype, and away from phenotypes associated with ICB resistance. These studies also lay the foundation for an area of research on the immunosuppressive effects of neurons in the GBM TME and demonstrate that therapeutic inhibition of CaMKK2 may prolong survival in patients with GBM, as well as improve the effectiveness of ICB in this setting.

## Methods

### Mice

Six- to eight-week-old C57BL/6J, LysM^cre^, Syn1^cre^, and CD45.1 mice were purchased from the Jackson Laboratory. CaMKK2^−/−^, Tg(Camkk2-EGFP)DF129Gsat reporter mice (CaMKK2-EGFP), and CaMKK2^fl/fl^ mice were generously provided by Luigi Racioppi (Duke University). CaMKK2^−/−^, CaMKK2-EGFP and CaMKK2^fl/fl^ mice have been previously validated^22^. All transgenic mouse lines were derived from or have been previously backcrossed to the C57BL/6 background. Animals were maintained under pathogen-free conditions, in temperature and humidity controlled housing, with free access to food and water, under a 12-h light/dark cycle at the Cancer Center Isolation Facility of Duke University Medical Center. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Duke University Medical Center.

### Cell lines

C57BL/6 syngeneic CT2a, GL261, and KR158B-Luc were provided by Robert L. Martuza (Massachusetts General Hospital), the National Cancer Institute, and Duane Mitchell (University of Florida), respectively. CT2a and KR158B-Luc cells were cultured in complete DMEM (Gibco 11995-065, 10% FBS). GL261 cells were cultured in complete RPMI (Gibco 11875-093,1% Non-essential amino acids, 1% Sodium Pyruvate, 10% FBS). For intracranial implantation, 5 × 10^4^, 1 × 10^5^, 5 × 10^4^ cells were implanted for CT2a, GL261, and KR158B-Luc respectively. For subcutaneous implantation, 2.5×10^5^ CT2a cells were injected into the flank. All cell lines were authenticated and tested negative for mycoplasma, and interspecies contamination by IDEXX Laboratories.

### Tumor inoculation

Tumor cells were collected in their logarithmic growth phase via trypsinization (Gibco 25300-054) and then resuspended in PBS. For intracranial implantation, tumor cells were mixed 1:1 with 3% methylcellulose and loaded into a 250 µl Hamilton syringe (Hamilton Company, 81120). Mice were anesthetized using isoflurane. Injection sites were shaved, then mice were placed in a stereotactic frame. After sterilization of the scalp, a midline incision was made to expose the bregma. The Hamilton syringe was positioned over the bregma, moved 2 mm laterally to the right, lowered 5 mm below the surface of the skull, and then raised 1 mm to create a pocket for the tumor suspension. An infusion pump was then used to infuse 5 µl of tumor cells at 120 µl min^−1^ containing 5 × 10^4^, 1 × 10^5^, 5 × 10^4^ cells for CT2a, GL261, and KR158B-Luc, respectively. After completion of the infusion, the syringe was left in place for an additional 45 s before removal. Bone wax was used to cover the injection site, and then the incision was stapled close. Mice were euthanized if there was any bulging of the skull or eyes or if they experience a failure to ambulate.

For subcutaneous tumor inoculation, tumor cells were harvested as described above and resuspended in PBS. Using a 1-ml syringe with a 25 G needle, 2.5 × 10^5^ CT2a cells were implanted in the flank in 100 µl. A maximal tumor burden of 2000 mm^3^ was not exceeded.

### In vivo antibody administration

For anti-CD4 and anti-CD8 depletion, 200 µg anti-CD4 (GK1.5, Bio X Cell), 200 µg anti-CD8 (2.43, Bio X Cell), or 200 µg isotype (LTF-2, Bio X Cell) were administered intraperitoneally in 500 µl PBS on the three days before tumor implantation. Depletion was maintained by treating every 3 days, starting day 2 post implantation, through day 14 for a total of eight treatments.

For immune checkpoint blockade experiments, either ICB combination therapy containing 200 µg anti-PD1 (RMP1-14, Bio X Cell) and 200 µg anti-TIM3 (RMT3-23, Bio X Cell) or 400 µg isotype (2A3, Bio X Cell). Injections were administered intraperitoneally in 500 µl PBS every 3 days, starting day 3, through day 18 post tumor implantation for a total of 5 treatments.

### Tissue processing and flow cytometry

The flow cytometry protocol is described in detail elsewhere^48^. In brief, after transcardial perfusion with PBS tumor-bearing hemispheres were harvested on day 14 post tumor implantation. Tissue was transferred to a Dounce Tissue Homogenizer with 5 ml of digestion cocktail containing 0.05 mg ml^−1^ Liberase DL (Roche), 0.05 mg ml^−1^ Liberase TL (Roche), 0.2 mg ml^−1^ Dnase I (Roche) in HBSS with calcium and magnesium. A cell suspension was obtained after 5–10 strokes with the loose-fitting (A-size) pestle. The cell mixture was then incubated at 37 °C for 15 min in a water bath to obtain a single-cell suspension. The single-cell suspension was then passed through a 70-µm filter. After centrifugation, the cells were resuspended in 1× RBC Lysis Buffer (Thermo Fisher Scientific) for 3 min. Myelin was removed from the sample with Percoll centrifugation. Samples were centrifuged and mixed with 30% Percoll (Sigma Aldrich) and centrifuged at 500 g for 20 min at 18 °C with no brake. The myelin layer and Percoll were then aspirated and the pellet was resuspended in PBS before counting on an automated cell counter (Thermo Fisher Scientific).

For cytokine re-stimulation, samples are resuspended in 1 ml RPMI+ 10% FBS at 1–2 × 10^7^ cells ml^−1^ in a 24 well plate, before viability, extracellular, or intracellular staining. 2 µl Cell Activation Cocktail with Brefeldin A (Biolegend) and 2 µl GolgiStop (BD Biosciences) were added and then samples were incubated for 4 h at 37 °C.

If samples were not stimulated, cells were then resuspended at 1–2 × 10^7^ ml^−1^ in 100 µl PBS and transferred to a 96-well plate. Before further staining, samples were resuspended in Zombie Aqua Viability Dye (1:400, Biolegend) and incubated for 30 min on ice.

For extracellular staining, samples were incubated with a blocking solution containing 2% Normal Rat Serum (Thermo Fisher Scientific), 2% Normal Armenian Hamster Serum (Innovative Research), 2% Normal Mouse Serum (Thermo Fisher Scientific), and TruStain FcX Plus (Biolegend) in MACS Buffer (PBS + 1% FBS + 1 mM EDTA) for 15 min on ice. After blocking, samples were incubated with antibodies (Supplementary Table 1) for 30 min on ice. Stained samples were then fixed in 2% formaldehyde in PBS on ice for 15 min.

For intracellular staining, samples were stained for viability and extracellular markers as described above. After staining, cells were fixed with 1× of FOXP3 Fixation/Perm buffer (eBioscience FOXP3/Transcription Factor Staining Buffer Set, Thermo Fisher Scientific) for 30 min on ice. Following fixation, samples were resuspended in 1× FOXP3 Perm/Wash buffer for overnight permeabilization at 4 °C. Intracellular antigens were then stained on ice for 30 min in 1× perm buffer.

Before acquisition, 10 µl of Accucheck Counting Beads (Thermo Fisher Scientific) were added to each sample. To calculate the number of cells per gram of tumor the following calculation was used: number of acquired cells × (number of input beads/number of acquired beads) × (1 / fraction of sample stained) × (1 / tumor weight). Samples were acquired on an LSRII (BD Biosciences) using FACS Diva software v.9 (BD Biosciences) and analyzed using FlowJo v.10 (Tree Star).

### Multiplexing samples by cell-hashing and flow sorting

Samples were processed as described above, and after viability and extracellular staining, each biological replicate for each genotype was stained with four unique oligo-tagged TotalSeqB (Biolegend) antibodies. Samples were incubated for 30 min on ice. Samples were then sorted on a FACSAria II (BD Biosciences) and enriched for CD45+ Live cells.

### scRNA-seq library preparation

Sorted live CD45^+^ tumor-infiltrating cells were encapsulated into droplets and libraries were prepared using a Chromium Single Cell 3′ Kit using the v3.1 chemistry with feature barcoding (10X Genomics). For each 10X channel, 4 samples were equally combined: *n* = 4 WT, and *n* = 4 CaMKK2^−/−^. A total of 7000 cells per genotype were targeted with 1750 cells per biological replicate contributing to each genotype. The generated scRNA-seq and hashtag libraries were pooled at a 25:1 ratio and sequenced on a Novaseq S Prime Flow Cell to an average depth of 61,286 and 59,013 reads per cell for WT and CaMKK2^−/−^ samples, respectively. The WT library was sequenced to 56.2% saturation and a median of 3233 genes per cell were detected. The CaMKK2^−/−^ library was sequenced to 59.6% saturation and a median of 2921 genes per cell were detected.

### scRNA-seq data analysis

The Cell Ranger pipeline (10X Genomics) was used to perform sample demultiplexing and to generate FASTQ files for the gene expression and hashtag libraries. FASTQ files were demultiplexed from the raw sequencing reads (bcl2fastq, v2.20), aligned to the mouse mm10 reference genome (cellranger, v4.0.0), and raw gene count matrices were generated using STAR (v2.7.5c).

Downstream analysis was performed using the R software Seurat package^49^ (v4.0.3, http://satijalab.org/seurat/). Hashtag oligos, which corresponded to biological replicates, were demultiplexed using the HTODemux function and appended to the meta-data for each sample Low-quality cells, expressing less than 200 genes, and genes expressed by fewer than three cells were removed. The gene expression matrix for each genotype was then concatenated using the merge function in Seurat. The percentage of mitochondrial gene content was calculated using the Mouse.MitoCarta3.0^50^ gene set and the PercentageFeatureSet function in Seurat. The Seurat object was converted to a SingleCellExperiment object, and outlier exclusion was performed in scater (v.1.18.6). Using the isOutlier function in scater, cells were discarded if their percentage of mitochondrial gene content, number of expressed genes, or number of reads for a given cell was considered an outlier. A total of 11,784 Live CD45^+^ cells passed QC and the SingleCellExperiment object was then converted back into a Seurat object. Normalization and regression of cell cycle scoring and percent mitochondrial gene content were performed using the SCTransform function in Seurat. Principal component analysis (PCA) was performed on all genes, and the number of principal components to be utilized in further analysis was determined heuristically using the elbow method. Thirty principal components were used for clustering and dimensionality reduction using FindNeighbors, RunUMAP, and a resolution of 0.5 was used for FindClusters in Seurat. This approach identified Seventeen distinct cell clusters. The RNA assay in the Seurat object was then multiplied by 10,000 and log-transformed before cluster-specific genes were identified. FindConservedMarkers was used to identify marker genes that were conserved between genotypes for each cell cluster. Annotation of cell clusters was performed by utilizing public datasets which identified marker genes for the identified cell types. Microglia signatures were obtained from Bowman et al. and Haage et al.^51,52^. Macrophage signatures were obtained from Gautier et al.^53^. All other signatures were obtained from a dataset that identified conserved cell types in mouse and human tumors^54^. Differential expression analysis, between cell types or genotypes, was performed using the MAST statistical test in the FindMarkers function in Seurat. Gene expression, gene signature scores, and clustering results were all visualized by embedding cells in dimensionally-reduced Uniform Manifold Approximation and Projection (UMAP) space. Gene signature scores were calculated using the AddModuleScore function in Seurat, and then a density plot was projected into UMAP space using the Nebulosa (v.1.0.2) package.

### Publicly available scRNA-seq data analysis

Publicly available scRNA-seq datasets (GSE8446, https://portal.brain-map.org/atlases-and-data/rnaseq/human-m1-10x), which had been processed and annotated previously^55,56^, were imported into Seurat and processed using the workflow described above, with the exception that the annotations provided with the datasets were used. Expression of CaMKK2 was then visualized in healthy and tumor-bearing human tissues using Seurat’s VlnPlot and Nebulosa’s plot_density functions.

### Cell–cell communication analysis

Cell–cell communication analysis was performed using the CellChat^57^ (v.1.0.0) software package in R. CellChat quantitatively infers and analyzes intercellular communication networks from scRNA-seq data using a curated database of known interactions among ligands, receptors, and their cofactors. Inference of cell type-specific signaling communication is performed using mass action models. The visualizations were created using the following vignette: https://htmlpreview.github.io/?https://github.com/sqjin/CellChat/blob/master/tutorial/Comparison_analysis_of_multiple_datasets.html.

### Functional analysis using gene ontology enrichment analysis

To predict putative biological functions based on differential gene expression, we performed a Gene Ontology (GO) analysis. Genes that were differentially expressed between Apoe^+^ and DC-like TAMs (adjusted *p* value <0.05, log_2_(FC) < 0.1) were inserted into the DAVID^58^ functional annotation tool (https://david.ncifcrf.gov/tools.jsp). GOTERM_BP_DIRECT results were exported, shortlisted, and visualized in R. The full list of pathways are provided (Supplementary Data 6).

### Bone marrow chimera generation

Bone marrow was harvested from age (8–10 weeks) and sex-matched donor mice. Recipient mice received whole-body irradiation with a 9 Gy dose from a Cesium irradiator (Mark I-68A ^137^Cs irradiator, JL Shepherd and Associates). Recipient mice then received an intravenous infusion of 5 × 10^6^ donor bone marrow cells in 100 µl PBS. Recipient mice were then put on antibiotic-treated water for 2 weeks post bone marrow transfer. Donor chimerism was found to be nearly 100% in the bone marrow at 8 weeks post bone marrow transfer (Supplementary Fig. 6a).

### Confocal immunofluorescence and analysis

Tumor-bearing mice were anesthetized and transcardially perfused with ice-cold PBS followed by 2.5% Formalin. Brains were removed and post-fixed in 2.5% Formalin at 4 °C overnight and then dehydrated in 30% sucrose at 4 °C for 48 h. Brains were embedded in Tissue Freezing Medium (TFM, General Data Company) and frozen at −80 °C. Frozen brains were made into 25 µm sections using a cryostat and mounted to slides. After outlining sections with a hydrophobic barrier pen, they were washed with TBS + 0.05% Tween-20. Following the initial wash, they were washed with 1% SDS in PBS. After the SDS wash, sections were blocked in TBS + 0.05% Tween-20 + 10% normal donkey serum for 1 h at room temperature. Sections were then incubated with primary antibodies (diluted in TBS + 0.05% Tween-20 + 10% normal donkey serum) (Supplementary Table 2) overnight at 4 °C. The following day, tissue sections were incubated with secondary antibodies (diluted in TBS + 0.05% Tween-20 + 10% normal donkey serum) for 2 h at room temperature. SlowFade Glass (Thermo Fisher Scientific) was then applied before adding a coverslip to the slide. Tumor-bearing hemispheres were imaged on a Dragonfly spinning disc confocal (Andor). Imaris v.9.6.0 (Oxford Instruments) was used to process and analyze images. Tumors were segmented using the surface tool to allow identification of both intra- and peri-tumoral cells. Cells were quantified using the spots tool in Imaris. The percent intratumoral cells is the number of intratumoral cells divided by total cells of that type. The number of cells per mm^3^ tumor is calculated by dividing the total number of intratumoral cells by the volume of the surface created around the tumor.

### Statistics and reproducibility

Graphs represent the mean ± SEM and are representative of two experimental repeats unless stated otherwise. Statistical tests were completed using GraphPad v.9.2.0 (Prism). When making multiple comparisons in the same graph, a repeated measures two-way ANOVA was performed, and if the interaction term was significant, then a post hoc unpaired two-tailed *t*-test was performed. If only making one comparison in a graph, an unpaired two-tailed Student’s *t*-test was used. Asterisks indicate a level of significance (*p < 0.05, **p ≤ 0.01, ***p < 0.001, *p* > 0.05 not significant). No statistical methods were used to predetermine sample size.

Survival curves were analyzed using a log-rank (Mantel–Cox) test. Results of independent experiments were combined if the effect of replication was not a significant source of variance in an ANOVA. Mice that underwent treatment were randomized, within their genotype, to treatment groups after tumor injection. All survival studies were monitored with the help of veterinary staff from the Duke animal facility who were blinded to the studies and reported endpoints accordingly.

### Graphical illustrations

Graphical illustrations displayed in Figs. 1i, j, 2a, 4h, 7k, and 8a were created with BioRender.com and exported under a paid subscription.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Reporting Summary

## Data Availability

Unprocessed scRNA-seq data have been uploaded to NCBI Gene Expression Omnibus under data repository accession number GSE197879. The processed Seurat objects have also been made available through Zenodo under record number https://zenodo.org/record/6654420. The data necessary to reproduce the graphs presented within this manuscript are provided in the Source Data file. Gene markers identified through differential expression conserved between genotypes are available in Supplementary Data 1 and 3. Differentially expressed genes found between genotypes are available in Supplementary Data 2 and 4. Differentially expressed genes found between DC-like and Apoe TAMs are available in Supplementary Data 5. Gene signatures used throughout the manuscript are available in Supplementary Data 7. Additional survival statistics for all survival curves presented are available in Supplementary Data 8. The publicly available data used in this study were obtained from the GENT2 database http://gent2.appex.kr/gent2/, from the GBMseq portal http://gbmseq.org/, and from the Allen Brain Map https://portal.brain-map.org/atlases-and-data/rnaseq/human-m1-10x. The mm10 reference assembly is available through GenBank under accession code GCA_000001635.2. The remaining data are available within the article, Supplementary Information or Source data file. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Neuronal CaMKK2 promotes immunosuppression and checkpoint blockade resistance in glioblastoma
**Source:** Nat Commun. 2022 Oct 29;13:6483. doi: 10.1038/s41467-022-34175-y
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow Cytometry data was collected using FACS Diva software v.9 (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | <p>The R code that was used to perform the scRNA-seq analysis can be found on Github: <a href="https://github.com/whit10/CT2A_scRNAseq_CaMKK2KOvWT">https://github.com/whit10/CT2A_scRNAseq_CaMKK2KOvWT</a>.</p> <p>Flow cytometry data was analyzed using FlowJo v.10 (Tree Star)</p> <p>FASTQ files were demultiplexed from the raw sequencing reads (bcl2fastq, v2.20), aligned to the mouse mm10 reference genome (cellranger, v4.0.0), and raw gene count matrices were generated using STAR (v2.7.5c).</p> <p>Downstream analysis was performed using the R software Seurat package (v4.0.3)</p> <p>Nebulosa (v.1.0.2) was used to create density plots.</p> <p>Cell-cell communication analysis was performed using the CellChat 57 (v.1.0.0) software package in R.</p> <p>Imaris v.9.6.0 (Oxford Instruments) was used to process and analyze images.</p> <p>Statistical tests were completed using GraphPad v.9.2.0 (Prism).</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Unprocessed scRNA-seq data has been uploaded to NCBI Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) under data repository accession number <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197879>. The processed Seurat objects have also been made available through zenodo under record number <https://zenodo.org/record/6654420>. The data necessary to reproduce the graphs presented within this manuscript are provided in the Source Data file. The publicly available data used in this study were obtained from the GENT2 database <http://gent2.appex.kr/gent2/>, from the GBMseq portal <http://gbmseq.org/>, and from the Allen Brain Map <https://portal.brain-map.org/atlas-and-data/rnaseq/human-m1-10x>. The mm10 reference assembly is available through GenBank under accession code GCA\_000001635.2 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.2/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.2/)). The remaining data are available within the article, Supplementary Information or Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Power analysis was not used to predetermine sample size. Sample sizes were instead determined based on historical sample sizes that were capable of detecting biologically significant differences for certain assays. If no historical data was available, pilot experiments were performed to determine the relative variability of the assay.                                                                                                                                          |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | All experiments were successfully repeated at least twice.                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Mice were randomly assigned to treatment groups within a given genotype. All experiments involving treatments were performed in-vivo and not in-vitro. For non-treatment, in-vivo or ex-vivo experiments, mice were randomly selected from age, sex, and genotype matched breeding cohorts.                                                                                                                                                                                               |
| Blinding        | Survival experiments were partially monitored by blinded veterinary staff. Veterinary staff were unable to monitor the experiments everyday so unblinded investigators assisted in survival monitoring.<br><br>Confocal microscopy images were acquired, and analyzed by a blinded co-author.<br><br>All other experiments were analyzed by unblinded investigators due to personnel shortages not allowing for availability of separate investigators for data acquisition and analysis. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used are noted in Supplemental Table 8.                                                                                                                                                  |
| Validation      | Extensive validation was performed, and detailed in a separate manuscript (PMID: 34597618). Antibodies utilized in this manuscript were optimized by titrating to achieve a maximal staining index. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | C57BL/6 syngeneic CT2a, GL261, and KR158B-Luc were provided by Robert L. Martuza (Massachusetts General Hospital), the National Cancer Institute, and Duane Mitchell (University of Florida), respectively. These cell lines are additionally available commercially (CT2a, Sigma-Aldrich, SCC194; GL261, DSMZ, ACC 802). KR158B-Luc is not currently commercially available. |
| Authentication                                                    | All cell lines were authenticated and tested by IDEXX Laboratories. Interspecies contamination was evaluated by species specific PCR and STR profiling.                                                                                                                                                                                                                       |
| Mycoplasma contamination                                          | All cell lines were confirmed to be mycoplasma negative by IDEXX Laboratories.                                                                                                                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Six- to eight-week-old C57BL/6J, LysMcre, Syn1cre, and CD45.1 mice were purchased from the Jackson Laboratory. CaMKK2 <sup>-/-</sup> , Tg (Camkk2-EGFP)DF129Gsat reporter mice (CaMKK2-EGFP), and CaMKK2fl/fl mice were generously provided by Luigi Racioppi (Duke University). CaMKK2 <sup>-/-</sup> , CaMKK2-EGFP and CaMKK2fl/fl mice have been previously validated. Animals were maintained under pathogen-free conditions at the Cancer Center Isolation Facility of Duke University Medical Center. Experiments were conducted on age and sex matched female mice between 8-12 weeks of age. Animals were maintained under pathogen-free conditions, in temperature and humidity controlled housing, with free access to food and water, under a 12-h light/dark cycle at the Cancer Center Isolation Facility of Duke University Medical Center. |
| Wild animals            | This study did not include wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | This study did not include specimens collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All experimental procedures were approved by the Institutional Animal Care and Use Committee at Duke University Medical Center.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <p>Sample preparation is extensively detailed here (PMID: 34597618). In brief, tumor-bearing hemispheres were harvested on day 14 post tumor implantation. Tissue was transferred to a Dounce Tissue Homogenizer with 5 mLs of digestion cocktail containing 0.05 mg ml<sup>-1</sup> Liberase DL (Roche), 0.05 mg ml<sup>-1</sup> Liberase TL (Roche), 0.2 mg ml<sup>-1</sup> DNase I (Roche) in HBSS with calcium and magnesium. A cell suspension was obtained after 5-10 strokes with the loose-fitting (A-size) pestle. The cell mixture was then incubated at 37 °C for 15 min in a water bath to obtain a single-cell suspension. The single-cell suspension was then passed through a 70-µm filter. After centrifugation, the cells were resuspended in 1x RBC Lysis Buffer (Thermo Fisher Scientific) for 3 minutes. Myelin was removed from the sample with Percoll centrifugation. Samples were centrifuged and mixed with 30% Percoll (Sigma Aldrich) and centrifuged at 500g for 20 min at 18 °C with no brake. The myelin layer and Percoll were then aspirated and the pellet was re-suspended in PBS before counting on an automated cell counter (Thermo Fisher Scientific).</p> <p>For cytokine re-stimulation, samples are resuspended in 1mL RPMI + 10% FBS at 1-2x10<sup>7</sup> cells ml<sup>-1</sup> in a 24 well plate, before viability, extracellular, or intracellular staining. 2 µl Cell Activation Cocktail with Brefeldin A (Biolegend) and 2 µl GolgiStop (BD</p> |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Biosciences) were added and then samples were incubated for 4 hours at 37 °C.

If samples were not stimulated, cells were then resuspended at  $1-2 \times 10^7$  ml<sup>-1</sup> in 100 µl PBS and transferred to a 96-well plate. Before further staining, samples were re-suspended in Zombie Aqua Viability Dye (1:400, Biolegend) and incubated for 30 minutes on ice.

For extracellular staining, samples were incubated with a blocking solution containing 2% Normal Rat Serum (Thermo Fisher Scientific), 2% Normal Armenian Hamster Serum (Innovative Research), 2% Normal Mouse Serum (Thermo Fisher Scientific), and TruStain FcX Plus (Biolegend) in MACS Buffer (PBS + 1% FBS + 1mM EDTA) for 15 minutes on ice. After blocking, samples were incubated with antibodies (Supplemental Table 1) for 30 minutes on ice. Stained samples were then fixed in 2% formaldehyde in PBS on ice for 15 minutes.

For intracellular staining, samples were stained for viability and extracellular markers as described above. After staining, cells were fixed with 1x of FOXP3 Fixation/Perm buffer (eBioscience FOXP3/Transcription Factor Staining Buffer Set, Thermo Fisher Scientific) for 30 minutes on ice. Following fixation, samples were re-suspended in 1x FOXP3 Perm/Wash buffer for overnight permeabilization at 4 °C. Intracellular antigens were then stained on ice for 30 minutes in 1x perm buffer.

Instrument

LSRII (BD Biosciences)

Software

Collected using FACS Diva software v.9 (BD Biosciences) and analyzed using FlowJo v.10 (Tree Star)

Cell population abundance

Cell population abundance is summarized graphs accompanying flow plots.

Gating strategy

The primary gating strategy is provided in Fig. S1c. Any additional phenotyping performed is also displayed. For example, the gating shown in Fig. 3g is on CD8 TILs defined by the gating strategy shown in Fig. S1c. For antigens with continuous and not discrete expression, positive and negative populations were defined using the fluorescence minus one (FMO) strategy.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

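Single-cell RNA sequencing measured live CD45+ cells sorted from the tumor-bearing hemispheres of 4 WT and 4 CaMKK2 KO mice, 14 days after implantation of CT2a glioma cells. The cells of the 4 mice of a genotype carried different hashtag antibodies and were pooled, so that each genotype was loaded on 1 channel of the 10X platform. The authors demultiplexed the sequencing runs with bcl2fastq and aligned the reads to the mouse genome with Cell Ranger and STAR. The deposited files hold UMI counts per gene and barcode, with the hashtags as further features, for all barcodes that Cell Ranger called as cells. They had not passed through the paper's later filters, and they had not been normalized. Whole counts, and the median genes per barcode of 3233 in WT and 2921 in CaMKK2 KO mice, were checked on the files. The libraries of the paper's other experiments were not used.

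Hashtag counts were assigned to mice with HTODemux in Seurat 5.3.0 at a quantile of 0.99. It returned 667 WT and 508 CaMKK2 KO doublets and 48 WT and 67 CaMKK2 KO negative barcodes, all of which were left out. Cells with fewer than 200 genes and genes seen in fewer than 3 cells were dropped. Outliers by 3 median absolute deviations to either side in genes, UMIs or mitochondrial percentage were removed, 698 in WT and 896 in CaMKK2 KO mice. The rule was written out in place of the paper's isOutlier function. Its medians were taken over all barcodes of both genotypes with at least 200 genes, hashtag doublets and negatives included. The paper took its mitochondrial genes from MitoCarta, which was not at hand, so genes with the prefix mt- were used. Doublets were scored with Scrublet in scanpy 1.11.5, at an expected 0.8% per 1000 barcodes. Clustering used SCTransform (sctransform 0.4.2) with 3000 variable genes, 30 principal components of those genes and a resolution of 0.5. The paper names all genes for its principal components, a departure whose effect was not tested.

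A cluster was named after the type with the most markers among its 10 leading genes. Leading genes were ranked by the ratio of the CPM inside and outside the cluster, with 10 CPM added to each and detection in at least 20% of the cluster's cells. At least 3 markers of the type had to be detected, and a tie left the cluster unnamed. The marker lists were written before the data were examined, and this scoring was set after they had been seen. The TIL-like and TAM-like cells were clustered again by the same steps, the latter without the 136 variable genes that define TAM clusters.

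Shares of cells were computed per mouse and compared with two-sided exact permutation tests of 4 mice against 4. For expression, UMIs were summed per mouse and class and tested with the quasi-likelihood method of edgeR 4.0.16 on library sizes equal to the total counts of the class. Genes with at least 200 UMIs in the class were tested, at an adjusted p of 0.05 by the Benjamini-Hochberg method. Total UMIs per mouse were 11881245 to 20755083 over all cells. The lowest total of a mouse was 5010534 in TAM-like, 453895 in microglia-like, 66514 in CD8 TIL-like and 58357 in cMono-like cells. Folds against a group without UMIs were computed against 3 counts. Data were simulated with the same depths and 200 genes changed, each at least 2-fold, so the rates do not cover smaller changes. Of the changed genes that passed the filter, the test recovered 83.5% in TAM-like, 97.0% in CD8 TIL-like, 84.6% in microglia-like and 87.9% in cMono-like cells. Of its calls there, 8.24%, 4.98%, 7.30% and 5.41%, respectively, were false. On the same simulated data and in the same order, DESeq2 recovered 91.0%, 83.5%, 82.5% and 77.0% of the changed genes, without a check of their direction. Of the DESeq2 calls, 16.5%, 1.76%, 8.84% and 2.53% were false.

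Single genes were reported when the paper names them in text or a figure, or when they were among the 5 with the highest or lowest ratio in TAM-like or CD8 TIL-like cells, out of genes at least 2-fold apart. Some genes that meet this rule are not reported here. Genes outside this rule in the closing section were chosen after their values had been seen. The lists used were the Disease Associated Microglia and Cytolysis lists of Supplementary Data 7, and the genes labelled in Fig. 6a and Fig. 6e. The study picked the genes of Fig. 6a and Fig. 6e on the same samples. The paper's text does not say on which data the lists of Supplementary Data 7 were chosen. List scores were means of log2(CPM + 1).

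The alternatives tried were DESeq2 1.42.0, TMM scaling, other filters on low counts, and limma 3.58.1 on the mean CPM of cells. Others kept outlying cells or doublets, used log-normalized counts scaled to 10000 per cell, resolutions of 1.0 and 0.3, integrated libraries, or subtracted the level in B cell-like cells as free RNA. CD8 and effector CD4 TILs were also defined by the UMIs of single genes, and each mouse was left out in turn. Positions come from GENCODE M21, which holds 31107 of the 31253 gene identifiers in the files. Other software was R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The interaction model, the enrichment of biological processes and the MAST test were not run, because the database, the complete tables or the package were not at hand.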

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

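The tests of the strain background around many-class genes, of their free RNA by the lowest class, of free RNA behind Apoe, Gzma and Gzmb, of sex, and of free RNA behind Gzma in CD8 TIL-like cells were chosen only after the result was seen.

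In 13 of 164 groups of 4 mice, 1 mouse lay apart from the other 3 by more than Dixon's critical value at 95%. Chance alone picks about 1 in 20 groups, or 8.2 of 164. WT mouse 1 accounts for 6 of the 13, namely 68.3% Stem-like TIL-like cells, 931 CPM of Cd63, 2528 CPM of B2m and 28.0 CPM of Gm34084 in TAM-like cells, and 15.0 CPM of Gm8797 and 105 CPM of Wls in CD8 TIL-like cells. This mouse gave 41 TIL-like cells, of which 6 were CD8 TIL-like, so its values there rest on few cells. WT mouse 2 accounts for 3, namely 429 CPM of Cd9 and 1.46 CPM of Gm15056 in TAM-like cells and 191 CPM of Stat3 in CD8 TIL-like cells. CaMKK2 KO mouse 4 accounts for 2, with Ifi213 at 5.19 CPM in TAM-like and 7.02 CPM in CD8 TIL-like cells. WT mouse 4 had 2.12% DC1-like cells, and CaMKK2 KO mouse 3 had 1801 CPM of Apoe in cMono-like cells. No biological explanation for single mice was tested.

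Some genes differed in the size of the genotype effect between classes, tested by permuting the genotype labels of the mice on differences of mean log2(CPM + 1). The drop in Apoe was larger in TAM-like than in microglia-like cells by a difference of -1.96, and larger in cMono-like than in microglia-like cells by -2.09. The rise in Cd74 was smaller in cMono-like than in microglia-like cells by -2.02. The effect on Trem2 was lower in TAM-like than in microglia-like cells by -0.70. The drop in Cd9 was larger in cMono-like cells than in TAM-like cells, with a difference of 1.48, and than in microglia-like cells, with a difference of -1.91. Each of these 6 tests gave a two-sided exact permutation p of 0.0286, the smallest that 4 against 4 mice can give, and 0.0714 after adjustment over the 15 tests made. They thus failed the correction. All 4 CaMKK2 KO mice lay on the same side of all 4 WT mice in each. No technical or biological explanation of these differences was tested.

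In genes that the paper does not discuss as a set, 14 of 4666 were at least 2-fold apart in the same direction in TAM-like, cMono-like, NK-like and TIL-like cells, with 95% counting intervals of the UMIs summed per genotype that did not overlap. Those higher in CaMKK2 KO mice were Gm8797, Eif3j2, Emp1, Gzma, 1600014C10Rik, Ly6a, Gzmb and Ocel1. Those lower included Ifi206, Eif3j1, Gm47283, Apoe and Ifi213. These intervals hold counting noise and not the spread between mice. By mouse, the genotypes stayed apart in all 4 classes for 9 of the 14 and in 3 classes for 3, while Ifi206 was apart in NK-like cells alone and Ocel1 in none. With edgeR, 12 of the 14 were among the genes past the limits in at least 3 of 7 classes, all but Ocel1 and Gm47283. That list left out chromosome Y, so Gm47283, annotated there, could not enter it. The number was 6 at 4-fold and 4 in lymphoid classes alone. A segment of another strain around Camkk2 was argued against, since a share of 0.359 of random lists held as many genes within 20 Mb of it. A difference in sex was argued against by Xist, which was at least 674 CPM in each mouse, with no UMI of the Y-linked genes Ddx3y and Uty, 3 of Kdm5d in WT and 3 in CaMKK2 KO mice, and 1 of Eif2s3y in CaMKK2 KO mice. Gm47283, itself 1 of the 14, is annotated on chromosome Y and stood at 117 CPM in WT and 17.0 CPM in CaMKK2 KO TAM-like cells, so the source of its counts stays open. Free RNA as the source of the whole set was argued against, because 21.4% of the genes (Apoe, Gzma and Gzmb) stayed under 5% of the highest class in the lowest of the 4 classes. The planned test on NK-like cells alone gave 7.14%, but 5 of the 14 genes were highest in NK-like cells and could not fall under that limit. Apoe in NK-like and TIL-like cells, and Gzma and Gzmb in TAM-like and cMono-like cells, stood at 1.11% or less of the class with the most, so free RNA may account for these. It was argued against for Apoe in cMono-like cells and Gzmb in TIL-like cells, at 18.8% or more. Gzma in TIL-like cells stood at 4.66%, just under the limit of 5%, so free RNA may contribute there by this test, while the CD8 TIL-like cells of most CaMKK2 KO mice argued against it. Strain segments elsewhere cannot be told apart from other sources for these 14 genes, as a share of 0.458 of random lists had as many neighbours within 5 Mb, on 2 genes with a neighbour. Each genotype was also a single channel, which stays open.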

How the results depend on the processing

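Alternatives were planned before the data were examined unless said otherwise. Those chosen after seeing the data were edgeR with no filter on low counts, the TAM clusters also without the 14 genes that differ in TAM-like, cMono-like, NK-like and TIL-like cells, the effector CD4 count on thinned cells or without the subset markers, the 3 of 7 classes rule, and all alternatives for list scores and for ligand and receptor genes. No paired analysis was possible because the mouse numbers of the 2 genotypes do not pair. Apart from the naming of clusters at a resolution of 1.0, the cause of the changes below was not tested.

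When outlying cells were kept, the TAM-like share differed by -10.7 percentage points in place of -1.88, and the Treg-like share by -0.965 in place of 2.87. The genes past an adjusted p of 0.05 were then 1243 in place of 302 in TAM-like cells, 116 in place of 71 in microglia-like cells and 111 in place of 178 in cMono-like cells. CD8 TIL-like cells have no value there, because their cluster could not be named. At a resolution of 1.0 the TAM-like share differed by -11.3, the cMono-like share by -6.28 and the Stem-like TIL-like share by 2.56. Of the cMono-like cells, 21 in WT and 575 in CaMKK2 KO mice were then in clusters named Neut-like, and of the TAM-like cells, 57 and 434 were in unnamed clusters. TAM-like cells then gave 869 genes, the Cytolysis score in CD8 TIL-like cells rose by 0.42 in place of the difference of -0.15, and the log2 fold change of Ccl5 in cMono-like cells was -0.16. With doublets kept, cMono-like cells gave 94 genes and their DAM score differed by -0.74. With log-normalized counts, cMono-like cells gave 91 genes. At a resolution of 0.3, TAM clusters with over 90% of cells from 1 genotype held 37.2% of the cells in place of 62.9%, and 9.36% without the 14 genes that differ in those 4 classes.

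With DESeq2 the counts were 942 in TAM-like, 79 in CD8 TIL-like and 158 in microglia-like cells. The first of these divided into 574 higher and 368 lower genes, against 118 and 184 with edgeR, and included 291 of the 302. With edgeR and no filter they were 556 in TAM-like, 504 in CD8 TIL-like, 269 in microglia-like and 576 in cMono-like cells, and 55 of the Fig. 6e combinations in place of 30. With at least 50 UMIs, CD8 TIL-like cells gave 211 genes in place of 124. With cells weighted equally, the counts were 10 in CD8 TIL-like, 42 in microglia-like and 21 in cMono-like cells, and the log2 fold change of Trem2 in microglia-like cells was -0.083. TMM scaling moved the balance of directions, to 143 higher and 116 lower genes in TAM-like cells, to 34 and 21 in microglia-like cells (28 and 43 before) and to 43 and 82 in CD8 TIL-like cells (60 and 64 before). It shifted the median log2 fold change of all genes from -0.13 to -0.02 in microglia-like cells and from -0.08 to 0.00 in TAM-like cells. The log2 fold change of Cd9 in microglia-like cells was 0.059 with TMM scaling and 0.062 with DESeq2. Genes apart in TAM-like, cMono-like, NK-like and TIL-like cells numbered 6 at 4-fold, 4 in lymphoid classes and 38 under the 3 of 7 classes rule, in place of 14.

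Across the 8 fits that each left out 1 mouse, the count went from 99 (without WT mouse 4) to 583 (without CaMKK2 KO mouse 3) in TAM-like cells and from 28 (without WT mouse 4) to 182 (without CaMKK2 KO mouse 3) in CD8 TIL-like cells. It went from 28 (without WT mouse 2) to 95 (without CaMKK2 KO mouse 3) in microglia-like cells, from 47 (without CaMKK2 KO mouse 2) to 220 (without CaMKK2 KO mouse 3) in cMono-like cells, and from 17 to 41 for the Fig. 6e combinations, without the same 2 mice. The TAM-like share differed by -5.00 to 2.02, the effector CD4-like share by 12.3 to 19.8, and the share of cells in skewed TAM clusters was 31.85% (without CaMKK2 KO mouse 2) to 65.8%. The DAM score differed by -1.13 to -0.89 in TAM-like, -0.50 to -0.14 in microglia-like and -1.09 to -0.87 in cMono-like cells, and the Cytolysis score by -0.35 to 0.06. In microglia-like cells, the log2 fold change of Trem2 went from -0.085 (without CaMKK2 KO mouse 3) to 0.13, and that of Cd9 from -0.23 to 0.14 (without WT mouse 4). Trem2 was also under 0 without CaMKK2 KO mouse 1 (-0.048), and Cd9 over 0 without CaMKK2 KO mouse 2 (0.0997) or 4 (0.012). Over the 65 single genes in a class, alternatives other than leaving out a mouse left 563 of 613 values unchanged in direction and call, with 20 weaker, 25 stronger, 1 moved and 4 reversed. Leaving out a mouse left 432 of 509 so, with 65 weaker, 7 stronger and 5 reversed. Of the other shares, 137 stayed so, 1 was weaker and 3 reversed.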

Differences from the paper's values

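With the chosen settings, 10742 cells were clustered, against 11784 in the paper, and both gave 17 clusters. CD8 TIL-like cells numbered 351 in WT and 314 in CaMKK2 KO mice, against 366 and 350 in the paper. Under alternatives set before the data were examined, CD8 TIL-like cells of CaMKK2 KO mice numbered 206 with log-normalized counts and 213 at a resolution of 1.0, against the paper's 350 and 314 with the chosen settings. The effector CD4-like share of WT mice was 12.8% with outlying cells kept and 2.21% with the libraries integrated, against about 1% in Fig. 5b, read by eye, and 0.562% with the chosen settings. In CaMKK2 KO mice it was 17.5%, against about 18% in Fig. 5b, read by eye. With outlying cells kept, the effector CD4-like cluster had a median of 3310 UMIs per cell, against 10801 with the chosen settings.

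The paper states that its cytolytic signature co-localized with CaMKK2 KO CD8 TILs in a density plot (Fig. 3d), and gives no score per genotype. Over the tested genes of the list 2 were higher and 1 lower past an adjusted p of 0.05, and the score differed by -0.15 (two-sided exact permutation test, p = 0.629). It was higher at a resolution of 1.0, by 0.42, an alternative chosen after seeing the values, and without CaMKK2 KO mouse 3, by 0.06.

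The paper calls Tox lower in CaMKK2 KO CD8 TILs. Here the adjusted p of Tox in CD8 TIL-like cells was 0.125 with edgeR, with a lower level in CaMKK2 KO mice. It was called without CaMKK2 KO mouse 3 (0.0296) and by edgeR with no filter on low counts (2.89e-10), which was chosen after seeing the values, while over all alternatives the adjusted p was at most 0.387.

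The paper counts Trem2, Spp1, Lpl and Cd9 among the genes higher in Apoe+ TAMs, which it finds in WT mice, than in DC-like TAMs. Between the genotypes, over all TAM-like cells, all 4 were lower in CaMKK2 KO mice, but with edgeR adjusted p values of 0.103 for Trem2, 0.0790 for Spp1, 0.323 for Lpl and 0.178 for Cd9. DESeq2 called Trem2 in TAM-like cells (0.0469) and Spp1 in TAM-like cells (0.0309). Spp1 was also called with cells weighted equally (0.0436), without CaMKK2 KO mouse 1 (0.0238), and with no filter on low counts (0.0318), the last chosen after seeing the values. Lpl was called without CaMKK2 KO mouse 1 (0.0413). The paper also reports more Cd40 in DC-like TAMs. Between the genotypes, the edgeR adjusted p of Cd40 in TAM-like cells was 0.112, and DESeq2 (0.0151) and the analysis with outlying cells (0.0318) called it.

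Among the genes higher in Apoe+ than in DC-like TAMs, the paper ranks Apoe first. Over all TAM-like cells, where the genotypes rather than the clusters were compared, Spint1, Gm34084, Hpgd, Ifi213 and Zfp984 had lower ratios of CaMKK2 KO to WT counts than Apoe.

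The paper reports a slight enrichment of stem-like TILs in CaMKK2 KO mice, from its first clustering (Fig. 2c). The matching cluster here, cluster 7, moved the same way, with 3.53% of WT and 5.52% of CaMKK2 KO cells. On reclustering, 144 of its 184 WT cells and 143 of its 314 CaMKK2 KO cells became Stem-like TIL-like cells. Effector CD4-like cells numbered 5 and 137 in cluster 7, so its larger share does not by itself show more stem-like cells. The share after reclustering is another quantity, for which the paper states no direction. Stem-like TIL-like cells after reclustering made up 32.1% and 21.2% of TIL-like cells (two-sided exact permutation test, p = 0.571). The reclustered share was higher in CaMKK2 KO mice at a resolution of 1.0, by 2.56 percentage points, and without WT mouse 1, by 1.16.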

Other observations

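The tests of many-class genes, of Eif3j1 and Eif3j2, of free RNA from NK cells, and of doublets of NK and CD8 cells were chosen only after the result was seen.

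The real division of the mice by genotype gave more genes past an adjusted p of 0.05 than any other. In TAM-like, CD8 TIL-like, microglia-like and cMono-like cells alike, 1 of the 35 splits of the 8 mice, the real one, gave as many. The highest number from another split was 0 in TAM-like, 1 in CD8 TIL-like, 10 in microglia-like and 1 in cMono-like cells. The genotypes were on separate channels, so these splits do not separate genotype from channel.

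Apoe was lower in CaMKK2 KO CD8 TIL-like cells by a log2 fold change of -4.07, close to that in TAM-like cells. The level in WT CD8 TIL-like cells was 1.80% of the level over all WT cells. For 15 other genes of TAM-like cells that percentage had a median of 1.69 and ranged from 0.924 to 6.60, and 6 of them lay above Apoe. Free RNA from TAMs in the WT library may therefore account for the Apoe counts in CD8 TIL-like cells. Expression of Apoe in T cells themselves was not tested.

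Gzma was higher in CaMKK2 KO CD8 TIL-like cells. Free RNA from NK cells was argued against, since the level in CD8 TIL-like cells was a median of 41.4 times that in TAM-like cells of the same mouse. The ratios ran from 2.49 in CaMKK2 KO mouse 3 to 155 in CaMKK2 KO mouse 2. In CaMKK2 KO mouse 3 the level was 56.8 CPM, near the 43.7 CPM of CaMKK2 KO B cell-like cells, so free RNA stays open for that mouse. NK cells within the cluster were argued against as well, since 100.0% of the Gzma UMIs of CaMKK2 KO mice came from cells with a Cd8a or Cd8b1 UMI, which 5.83% of CaMKK2 KO NK-like cells carried. Doublets of NK and CD8 cells as the main source were argued against, since 15.1% of these UMIs lay in cells with a Klrb1c or Ncr1 UMI, against 99.7% in CaMKK2 KO NK-like cells. The difference rests on few cells and on CaMKK2 KO mouse 2, without which the adjusted p was 0.120 (0.0408 with all mice). Over the alternatives the Gzma adjusted p went up to 0.261. Genotype and channel stay open as sources.

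Effector CD4-like cells came nearly all from CaMKK2 KO mice, but with outlying cells kept 144 of 497 came from WT mice. The cluster then had a median of 3310 UMIs per cell, against 10801 with outlying cells removed, and Cd40lg was not among its leading genes. When the subset markers were left out of the clustering, a cluster with 134 CaMKK2 KO cells among 144 remained, 93.1%, which argues against a clustering that follows these markers alone. A rise in such cells with the knockout is a hypothesis that these data cannot part from a channel effect.

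TAM-like cells parted by genotype even without the genes that define TAM clusters, with 62.9% of the cells in clusters skewed over 90%. Without the 14 genes apart in TAM-like, cMono-like, NK-like and TIL-like cells the share was 9.36%, but the largest CaMKK2 KO cluster then stood at 89.9%, just under that limit. Genes that differ in all 4 classes and genes particular to TAMs therefore cannot be told apart as the source of this skew.

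With edgeR, 38 genes were at least 2-fold apart with an adjusted p under 0.05 in at least 3 of 7 classes, 24 higher and 14 lower in CaMKK2 KO mice. Genes annotated on chromosome Y were left out of this list. Of these, 18 had another of the 38 within 5 Mb, against a median of 8 in random lists. Without the H2 genes 12 of 33 did, against a median of 6, and a share of 0.0383 of random lists had as many. Segments of another strain background carried with either genotype are a candidate explanation, though neighbours regulated together would give the same. The segment around Camkk2 was argued against, since a share of 0.657 of random lists held as many genes within 20 Mb of it. Of the 38 genes, 16 fell in 4 runs of at least 3 genes. These held Ifi206, Ifi213 and Ifi202b on chromosome 1, and Spint1, Eif3j1, Gatm and AA467197 on chromosome 2. The other runs held Hebp1, Emp1 and Eps8 on chromosome 6, and H2-DMa, H2-DMb1, H2-Ab1, H2-Aa, H2-Eb1 and Hspa1b on chromosome 17. The paper's mouse lines were not genotyped here, and a rise of the H2 genes with the knockout itself stays open as well.

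In each of TAM-like, cMono-like, NK-like and TIL-like cells, Eif3j1 was lower and its paralog Eif3j2 higher in CaMKK2 KO mice. In TAM-like cells Eif3j1 fell from 87.8 to 17.2 CPM and Eif3j2 rose from 1.62 to 46.5 CPM. The sum went from 89.4 to 63.7 CPM, and its median ratio over the 4 classes was 0.693. Reads that pass from the one paralog to the other, for example by a strain variant in their shared sequence, may account for most of this opposite movement. The sum was still lower in TAM-like, NK-like and TIL-like cells (two-sided exact permutation test, p = 0.0286 each), which such reads alone leave open. In cMono-like cells this p was 0.229.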
